# Regulatory remodeling in the allo-tetraploid frog *Xenopus laevis*

**DOI:** 10.1186/s13059-017-1335-7

**Published:** 2017-10-24

**Authors:** Dei M. Elurbe, Sarita S. Paranjpe, Georgios Georgiou, Ila van Kruijsbergen, Ozren Bogdanovic, Romain Gibeaux, Rebecca Heald, Ryan Lister, Martijn A. Huynen, Simon J. van Heeringen, Gert Jan C. Veenstra

**Keywords:** Whole genome duplication, Interspecific hybridization, Genome evolution, Pseudogenes, Epigenomics, Enhancers

## Abstract

**Background:**

Genome duplication has played a pivotal role in the evolution of many eukaryotic lineages, including the vertebrates. A relatively recent vertebrate genome duplication is that in *Xenopus laevis*, which resulted from the hybridization of two closely related species about 17 million years ago. However, little is known about the consequences of this duplication at the level of the genome, the epigenome, and gene expression.

**Results:**

The *X. laevis* genome consists of two subgenomes, referred to as L (long chromosomes) and S (short chromosomes), that originated from distinct diploid progenitors. Of the parental subgenomes, S chromosomes have degraded faster than L chromosomes from the point of genome duplication until the present day. Deletions appear to have the largest effect on pseudogene formation and loss of regulatory regions. Deleted regions are enriched for long DNA repeats and the flanking regions have high alignment scores, suggesting that non-allelic homologous recombination has played a significant role in the loss of DNA. To assess innovations in the *X. laevis* subgenomes we examined p300-bound enhancer peaks that are unique to one subgenome and absent from *X. tropicalis*. A large majority of new enhancers comprise transposable elements. Finally, to dissect early and late events following interspecific hybridization, we examined the epigenome and the enhancer landscape in *X. tropicalis* × *X. laevis* hybrid embryos. Strikingly, young *X. tropicalis* DNA transposons are derepressed and recruit p300 in hybrid embryos.

**Conclusions:**

The results show that erosion of *X. laevis* genes and functional regulatory elements is associated with repeats and non-allelic homologous recombination and furthermore that young repeats have also contributed to the p300-bound regulatory landscape following hybridization and whole-genome duplication.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-017-1335-7) contains supplementary material, which is available to authorized users.

## Background

Genome duplication is a major force in genome evolution that not only doubles the genetic material but also facilitates morphological innovations. In plants, whole-genome duplications (WGD) appear to occur more often than in animals [1] and some phenotypic innovations, like the origin of flowers, have been attributed to this phenomenon [2]. In animals, two rounds of WGD at the root of the vertebrate tree (~500 million years ago [Mya]) gave rise to the four HOX clusters and have led to the expansion of the neural synapse proteome [3]. It is likely that this facilitated an increase in the morphological complexity [4] and allowed an increase in the complexity in the vertebrate behavioral repertoire [5]. More recent genome duplications have been documented in fish, at the root of the teleost fish 320 Mya and in the common ancestor of salmonids 80 Mya [6]. Amphibians in general appear to have undergone many polyploidizations, with natural polyploids in 15 Anuran and in four Urodelan families. In *Xenopus* (African clawed frogs), duplications have occurred on multiple occasions, giving rise to tetraploid, octoploid, and dodecaploid species [7]. One such duplication occurred in the ancestor of the amphibian *Xenopus laevis* 17 Mya [8]. The allo-tetraploid genome of *X. laevis* consists of two subgenomes, referred to as L (long chromosomes) and S (short chromosomes), that originated from distinct diploid progenitors [8]. Most of the additional genes that result from WGD events tend to be lost in evolution. In the case of allopolyploidy, this loss is biased to one of the parental subgenomes [9], a phenomenon referred to as biased fractionation. One explanation for biased fractionation is the variation in the level of gene expression between the homeologous chromosomes [10], with the lowest expressed gene having the highest probability of being lost because it would contribute less to fitness.

The effects of polyploidization on the epigenome have mainly been studied in plants, where correlations between the gene expression and epigenetic modifications have been observed between homeologous genes [11], but are not well characterized in animals. The epigenetic modifications found in chromatin (DNA methylation and post-translational modifications of histones) are involved in gene regulation during development and differentiation [12, 13]. A high density of methylated CpG dinucleotides is repressive towards transcription; conversely, the DNA of a large fraction of promoters is unmethylated. In addition, histone H3 in promoter-associated nucleosomes is tri-methylated on lysine 4 (H3K4me3) when the promoter is active. Active enhancers on the other hand are decorated with mono-methylated H3K4 (H3K4me1) and they also recruit the p300 (Ep300) co-activator which can acetylate histones. When genes are expressed, they not only recruit RNA polymerase II (RNAPII), responsible for the production of the messenger RNA, but the gene body will be decorated with H3K36me3, which is left in the wake of elongating RNAPII. Therefore, deep sequencing approaches to determine these biochemical properties in a given tissue or developmental stage can be used to interrogate the activity of genomic elements. This is highly relevant in the context of genomic evolution, as changes in gene expression caused by mutations in *cis*-regulatory elements are a major source of morphological change during evolution [14].

Here we ask how genome evolution and the epigenetic control of gene expression are related to interspecific hybridization and WGD. We compare functional regulatory elements in the L and S subgenomes of *X. laevis* embryos by chromatin immunoprecipitation (ChIP)-sequencing (ChIP-seq) of histone modifications, RNA-sequencing (RNA-seq), and whole-genome bisulfite sequencing (WGBS) and use *X. tropicalis,* a closely related diploid species, as a reference. We quantify the loss and the gain of genetic material and analyze how it has affected genes and gene-regulatory regions. Although genome evolution after the hybridization appears dominated by sequence loss, we also find evidence for the gain of functional elements. We specifically identify new subgenome-specific regulatory elements that recruit p300 and show that these are enriched for transposable elements (TEs). Finally, to assess the early gene-regulatory effects of hybridization, we analyze experimental interspecific *X. tropicalis* × *X. laevis* hybrids and we observe hybrid-specific p300 recruitment to DNA transposons, further highlighting the role of such elements in the evolution of gene regulation.

## Results

### The *X. laevis* L and S subgenomes show a bias in chromatin state and gene expression

To study the evolution of gene regulation in the context of WGD, we generated transcriptomic and epigenomic profiles in *X. laevis* early gastrula embryos (Nieuwkoop-Faber stage 10.5; Additional file 1). 

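RNA of *X. laevis* embryos at the early gastrula stage (NF stage 10.5) was sequenced in 2 biological replicates, each from 20 embryos, after depletion of ribosomal RNA. The paper lists 19690324 reads of 42 nt for replicate 1 and 26080867 reads of 92 nt for replicate 2 (Additional file 1). The data analysis section of the paper's methods speaks of a triplicate. Its RNA-sequencing section, Additional file 1 and the sample labels give 2 replicates. The authors mapped the reads to the Xenla9.1 genome with the JGI 1.8 annotation using STAR and quantified 45099 transcripts in each replicate separately with eXpress, a program that shares out the reads that fit several transcripts by a statistical model. For each transcript the deposited values give its length, the unique, total and estimated counts, and the expression level as FPKM and TPM (TPM corrects for transcript length and is scaled to the same total in each replicate). The estimated counts sum to 14411280 in replicate 1 and 21605977 in replicate 2, which is 73.2% and 82.8% of the listed reads. Counts that did not fall on a single transcript made up 12.0% of the estimated counts in replicate 1 and 5.1% in replicate 2, with a mean of 8.5% ± 4.9 (SD, n = 2). With the largest group of transcripts that share reads left out, the mean share was 5.0%. The values used here start from these estimated counts and TPM, and each transcript was counted as a gene. The transcripts carry only database numbers, with no gene name, chromosome or position. The JGI 1.8 annotation that would place them was not among the data used here. Assignment to the L and S subgenomes and pairing of homeologs were therefore not analysed here.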

We performed RNA-seq and obtained epigenomic profiles using ChIP followed by deep sequencing (ChIP-seq). We generated ChIP-seq profiles for H3K4me3, associated with promoters of active genes, H3K36me3, associated with actively transcribed genes, the Polr2a subunit of RNA Polymerase II (RNAPII), and the transcription coactivator p300. In addition, we performed WGBS to obtain DNA methylation profiles [15]. The sequencing results and details are summarized in Additional file 1.

We created whole-genome alignments (see “Methods”) to establish a framework for analysis of the epigenetic modifications in the two *X. laevis* subgenomes and in the *X. tropicalis* genome. Of the *X. laevis* L and S non-repetitive sequence, 61% and 59%, respectively, can be aligned with the orthologous *X. tropicalis* sequence. This allows for comparisons of the activity of genes and regulatory elements between homeologous regions. Figure 1 shows a region on *X. tropicalis* chromosome 8 containing four genes, together with the corresponding aligning sequences on chr8L and chr8S in *X. laevis*. The epigenomic profiles (H3K4me3, p300, RNAPII, and H3K36me3) of both *X. laevis* and *X. tropicalis* [16] are shown and the sequence conservation obtained from the whole gene alignment is illustrated by gray lines in the center of the plot. Regions that are conserved at both the sequence level and at the functional level (as measured by ChIP-seq) are highlighted. The *anp32e* gene is an example of a conserved gene that is expressed from all three genomes, as evidenced by H3K4me3 at the promoter and H3K36me3 and elongating RNAPII in the gene body. In contrast, expression of the *plekho1* gene has been lost from S. The gene is still present, but it is not active. There is no evidence of expression and both the H3K4me3 and the p300 signal are lost. Finally, the *vps45* gene is an example of a gene that is completely lost from L.

**Fig. 1:**
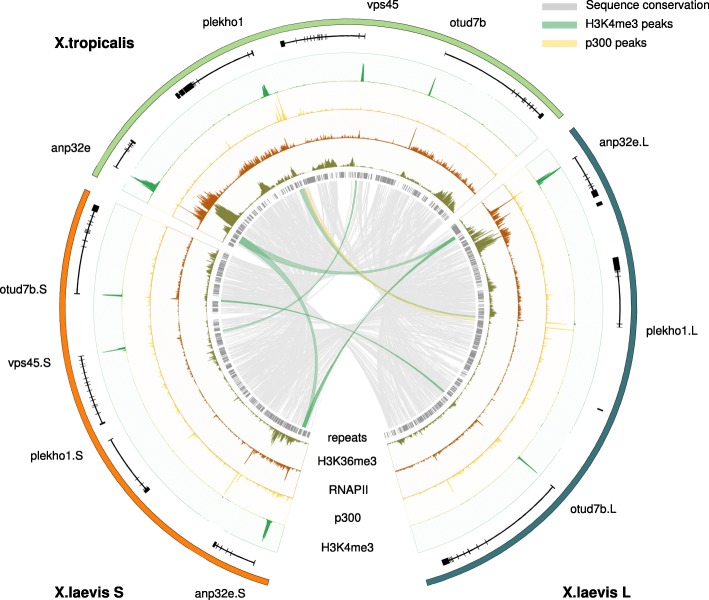
Alignment of a region on chromosome 8 in *X. tropicalis* and the *X. laevis* L and S subgenomes annotated with experimental ChIP-seq data (gastrula-stage embryos; NF stage 10.5). Shown are the gene annotation (*black*), repeats (*gray*), ChIP-seq profiles for H3K4me3 (*green*), p300 (*yellow*), RNA Polymerase II (RNAPII; *brown*), and H3K36me3 (*dark green*). The sequence conservation is indicated by *gray lines*. Conserved H3K4me3 and p300 peaks are denoted by *green* and *yellow lines*, respectively. The anp32e gene is expressed in *X. tropicalis* and both the L and S subgenome of *X. laevis*. The *plekho1* gene, on the other hand, has lost promoter and enhancer activity on the *X. laevis* S locus and shows no experimental evidence of being expressed

Next, we quantified gene expression patterns in the *X. laevis* subgenomes. 

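Of the 45099 transcripts quantified, 18478 (41.0%) had a mean TPM of at least 1 over the 2 replicates of stage 10.5 embryos and were counted as expressed. TPM 1 was taken as the threshold because the axes of Fig. 2a begin at a log2 TPM of 0. Counted in each replicate alone, 18194 transcripts were expressed in replicate 1 and 17781 in replicate 2, a mean of 17987.5 ± 292.0 (SD, n = 2). The replicates called 16331 transcripts in common, whereas 1863 were expressed only in replicate 1 and 1450 only in replicate 2. Among these 3313 transcripts, 560 had a TPM between 0.5 and 2 in each replicate. The threshold rests on few reads, as transcripts with a TPM between 0.9 and 1.1 had a median of 22 estimated counts in replicate 1 and 35 in replicate 2. Expression was well above it for most expressed transcripts, with a median mean TPM of 11.9. A mean TPM of at least 10 was reached by 10131 transcripts and a mean TPM of at least 100 by 955 transcripts. At the other end, 17918 transcripts had no count in either replicate. Among the alternatives, a TPM of at least 1 in both replicates moved the number most, from 18478 to 16331, and a mean TPM of at least 0.5 raised it to 20272. The plot of TPM in the 2 replicates shows where the calls differ.

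**Figure D1:**
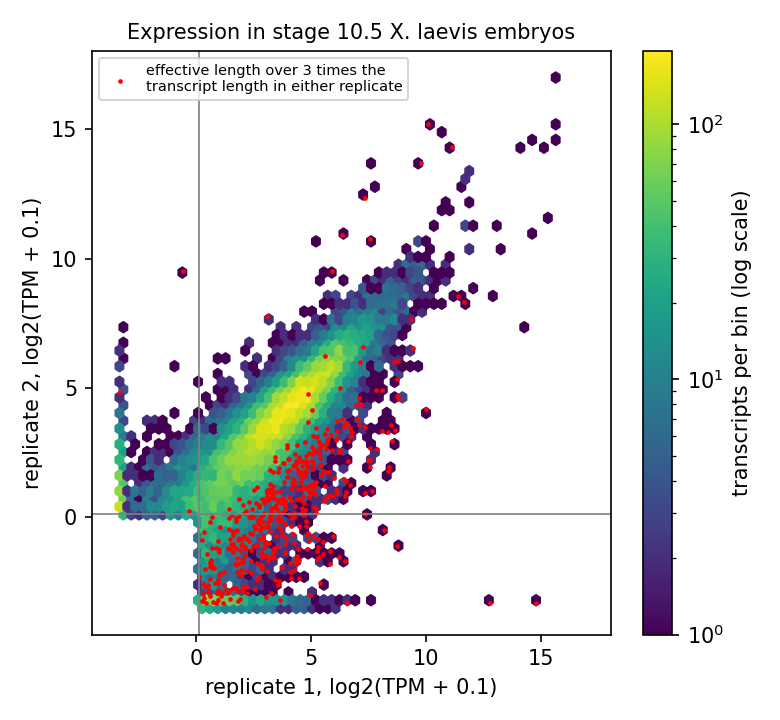
Expression of transcripts in replicate 1 (x axis) and replicate 2 (y axis), as log2(TPM + 0.1), for the 19644 transcripts with a TPM of at least 1 in either replicate. Colour gives the number of transcripts per bin on a log scale, gray lines mark TPM 1, and red points are transcripts whose effective length was over 3 times their length in either replicate. Most transcripts lie along the diagonal in the upper right, the 1863 and 1450 transcripts expressed in a single replicate lie beyond the gray lines, and most red points lie below the diagonal.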

Of the 17,303 genes expressed at stage 10.5, 9230 can be assigned to the L subgenome and 6685 to S. Of those expressed genes, 4972 are singletons located on L and 2646 on S. As reported previously [8], when both genes of a homeologous pair have detectable expression (3545 genes), the expression level is correlated (Pearson R = 0.60, *p* < 1e-300; Fig. 2a) and a minor but significant expression bias is detected (median expression difference of L compared to S = 5.7%; *p* < 1e-4; Wilcoxon signed-rank test). However, for many homeologs the expression bias is quite high, such that for one copy hardly any expression can be detected. Such non-expressed homeologs are located on both L and S, but occur more frequently on S (L: 494, S: 713; *p* = 6.0e-11, Fisher’s exact test).

**Fig. 2:**
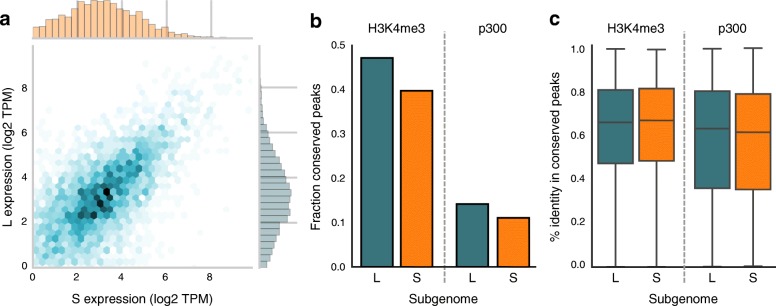
**a** *Scatterplot* of the expression level (log2 TPM) of L and S homeologs that are both expressed. The expression level of homeolog genes is generally similar (Pearson R = 0.60, *p* < 1e-300). **b** Fraction of epigenetic signals (“peaks”) conserved in *X. laevis* compared to *X. tropicalis*. Promoters appear more conserved than enhancers; S has lost more epigenetic elements than L. **c** Active functional elements are equally conserved between L and S compared to *X. tropicalis*. The background level of sequence conservation in fourfold degenerate sites from coding sequences with respect to *X. tropicalis* is 78.4% in L and 77.7% in S

We examined whether the expression differences between the L and S homeologs could be explained by differential transcription regulation. We used the epigenomic profiles to assay the promoter state (H3K4me3, DNA methylation), enhancer activity (p300), and active expression (RNAPII, H3K36me3). The L subgenome has 38% more annotated genes than the S subgenome [8]. We observe the same trend for the regulatory elements. The number of H3K4me3 peaks, DNA-methylation free regions (see “Methods”), and p300 peaks is higher on L (28, 23, and 35%, respectively; Additional file 2). The overall effect is that there is no significant difference between the numbers of regulatory elements per gene for the two subgenomes.

To analyze the conservation of regulatory elements, we compared the H3K4me3 and p300 data to similar ChIP-seq profiles from *X. tropicalis* obtained at the equivalent developmental stage [16]. In general promoters are much more conserved than enhancers (Fig. 2b). From all H3K4me3 peaks in *X. tropicalis,* ~ 40% are conserved in *X. laevis*, while for the p300 peaks the conservation is only ~ 13% (*p* < 1e-4; Chi-squared test). This is congruent with the finding in mammals that enhancers evolve much more rapidly than promoters [17]. Whereas the number of conserved regulatory elements is lower in S than in L, the elements that can be aligned differ relatively little at the sequence level and show over ~ 60% sequence identity (Fig. 2c).

These analyses show that the L and S subgenomes have evolved differently with respect to gene content [8] and regulatory elements. Many more genes from S are lower expressed than their homeologs in L than vice versa. The number of functional regulatory elements, as identified by H3K4me3 and p300 ChIP-seq, is proportional to a more profound loss of homeologous genes from the S subgenome. Next, we set out to determine the origin of this differential loss.

### Large deletions are prominent in the S subgenome

The chromosomes of the *X. laevis* S subgenome are substantially shorter than the L chromosomes. The average size difference is 17.3% based on the assembled sequence [8] and 13.2% based on the karyotype [18]. To investigate the cause of these differences, we analyzed the pattern of deletions on both subgenomes. We called deleted regions based on the absence of conservation between the *X. laevis* subgenomes if they were at least partly conserved between one *X. laevis* subgenome and *X. tropicalis*. In addition, to be able to measure the size of the deletions, we required that the putative deleted regions were flanked on both sides by conserved sequences on both *X. laevis* subgenomes (Additional file 3: Figure S1). This resulted in a set of 19,109 deletions, of which 13,066 (68%) were deleted from S (LΔS) and 6043 (32%) were deleted from L (SΔL). There is a clear deletion bias towards S, which increases with the size of the deletion (Fig. 3a). These deletions affect genes and their regulatory sequences, as for example in the *glrx2* locus where the promoter and most of the exons have been lost from the S subgenome (Fig. 3b). We asked to what extent functional sequences in the L and S subgenomes are preserved (i.e. subject to fewer deletions) relative to the subgenome-specific deletion rates. To do that, we randomly redistributed the deletions per chromosome and compared the effect on various annotated and experimentally derived features. As we cannot assess these features before their deletion, we used the annotation and experimental data of the homeologous feature from the other subgenome as a proxy for the state in the genome from which that feature was deleted. The fold difference between the observed number of deleted basepairs and the expected number (mean of 1000 randomizations) is visualized in Fig. 3c. As expected, the frequency of deletions in intergenic regions and introns is similar relative to a uniform chromosomal distribution of deletions. The observed loss of exons on L is significantly lower than this randomized distribution (*p* = 1.8e-20; Fig. 3c). The fraction of exonic sequence that has disappeared is approximately fourfold less than intronic or intergenic sequence (Additional file 3: Figure S2). This is likely the result of negative selection against loss. By contrast, for subgenome S the fraction of exonic sequence that has been deleted is similar to the rest of S (Fig. 3c) and exonic sequences in S appear not to be under selection against deletion. To obtain more direct evidence of functional sequences, we examined the loss of genomic elements that are decorated with RNAPII and the active transcription histone mark H3K36me3 (IntronicTx, ExonicTx, see “Methods”), with the enhancer coactivator p300, or with the active promoter mark H3K4me3. There appears to be strong selection on both S and L against deletion of actively transcribed exons (Fig. 3c, middle panel; *p* = 2.4e-4 and *p* = 2.3e-7, respectively) but not of transcribed introns. Furthermore, active enhancers and promoters in S and in L have significantly fewer deletions compared to the uniform chromosomal distribution (Fig. 3c; *p* = 8.4e-7, *p* = 8.4e-8, *p* = 1.4e-5, and *p* = 2.9e-12, respectively) and therewith appear to be under selection against loss. There is a large difference in the number of deletions between L and S (Fig. 3a); however, this in itself is not necessarily the result of selection as it mostly affects non-functional sequences (Fig. S2a). We asked if, on top of this difference in absolute number, there is evidence for more selection against deletions in L than in S. We therefore compared the reduction in the loss of transcribed exons, promoters, and p300 elements relative to background loss between L and S. For all three the reduction in L appears to be larger than in S (Fig. 3c). For p300-bound enhancers and for H3K4me3-decorated promoters this difference in the reduction between L and S is significant (*p* = 0.003 and *p* = 0.001, respectively). This suggests that, aside from a higher deletion rate in S, there is also less selection against deletion of functional genetic elements in S than in L.

**Fig. 3:**
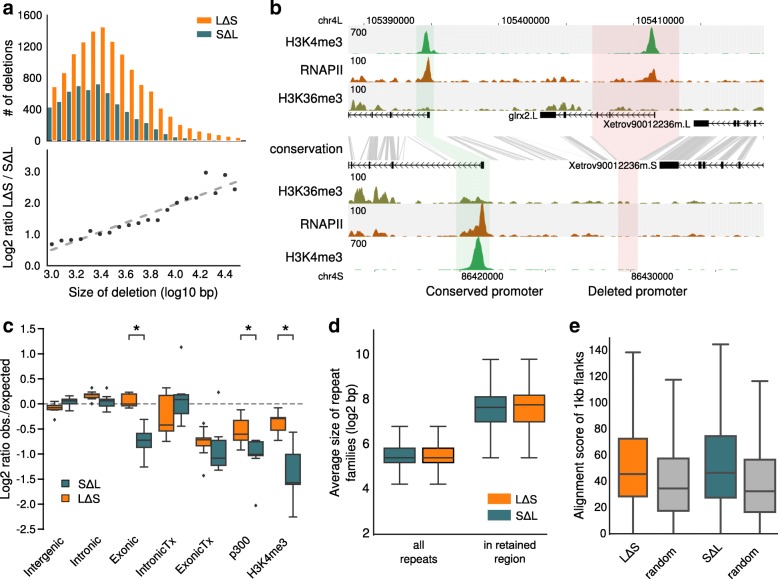
The S subgenome has more and larger deletions than L. **a** Size frequency distribution of deletions (*top*) and size ratio of LΔS deletions relative to SΔL deletions as a function of deletion size (*bottom*). **b** An example of a gene (*grlx2*) that has lost the promoter on the S genome due to a deletion. Shown are the gene annotation (*black*), ChIP-seq profiles for H3K4me3 (*green*), RNAPII (*brown*), and H3K36me3 (*dark green*). The sequence conservation is indicated by *gray lines*. **c** The log2 fold difference between the observed number of deleted basepairs and the expected number (mean of 1000 randomizations). The fold difference is calculated per chromosome and summarized in a *boxplot. Intergenic* 1 kb distance from a gene, *Intronic* introns, *Exonic* UTRs + CDS, *IntronicTx* introns from genes actively transcribed, *ExonicTx* exons from genes actively transcribed, *p300* genomic fragments having a p300 peak, *H3K4me3* genomic fragments having a H3K4me3 peak. The *asterisks* mark significant differences between the L and S chromosomes (*p* < 0.001, Mann–Whitney U test). **d** Retained regions associated with deletions are enriched for relatively long repeats (*p* < 1e-52 for both LΔS and SΔL; Mann–Whitney U test). **e** 1 kb flanks of the retained regions are more similar to each other than random genomic regions of the same size (*p* < 1e-114 and 1e-83 for LΔS and SΔL, respectively; Mann–Whitney U test)

One of the possible sources of the loss of genomic DNA in the L and S subgenomes is non-allelic homologous recombination (NAHR), which is known to occur between long repetitive elements on the same chromosome [19]. To test whether this phenomenon could be responsible for the genomic losses detected, we examined the length distribution of repetitive elements in retained regions, i.e. the homeologous regions of the sequences that were lost in one of the subgenomes (Fig. 3d). Indeed, we observe that repetitive elements are on average 3.7 times longer (*p* < 1e-52; Mann–Whitney U test) compared to random genomic sequences (Fig. 3d). Furthermore, the flanks of the retained regions (L for LΔS and S for SΔL, respectively) tend to be more similar to each other than random genomic sequences (*p* < 1e-83; Mann–Whitney U test; Fig. 3e). Nevertheless, the current density of repetitive elements is similar in the L and S subgenomes (Additional file 3: Figure S3), indicating that repeat density alone does not cause biased sequence loss on S chromosomes. These observations suggest that NAHR of ancient repeats has played a significant role in the deletions of regions from both subgenomes; the overall sequence loss is much more prevalent on the S chromosomes (Fig. 3a). To estimate when in the evolution these deletions and other types of mutations occurred, we dated the origin of the pseudogenes that they caused.

### High levels of pseudogenization started after hybridization and continue to the present

To date the pseudogenes, we aligned them with the protein-coding regions in L, S, and the outgroup *X. tropicalis* (see the “Search and alignment of orthologs and evolution rates” section in “Methods”). The coding regions in S are generally less conserved than in L, especially regarding synonymous substitutions (Ks, Fig. 4a, *p* < 2.2e-16; Wilcoxon signed-rank test). However, the ratio between non-synonymous and synonymous substitutions (Ka/Ks) is only slightly higher in S compared to L (Fig. 4b, *p* < 2.2e-16; Wilcoxon signed-rank test). The difference in Ks between the L and S subgenomes shows that S has been subject to moderately higher mutation rates than L. In order to examine whether the relatively high level of mutations in the S genome persists to this day, we examined the level of SNPs separating the published inbred genome [8] and the progeny of two outbred individuals (see the “SNP calling” section in “Methods”). We observe that the level of SNPs in the S genome is 3% higher than in the L genome in intergenic (*p* = 5e-136; Chi-squared test) and intronic regions (*p* = 8e-101; Chi-squared test). A similar difference is observed in fourfold degenerate (4D) positions of coding DNA (also assumed to be under relaxed constraint) but this is not statistically significant (Additional file 4). The 4D positions exhibit a SNP density higher than in non-coding DNA; this correlates with an overrepresentation of CpGs in coding DNA (Additional file 3: Figure S4) and has been observed before in human genomes [20].

**Fig. 4:**
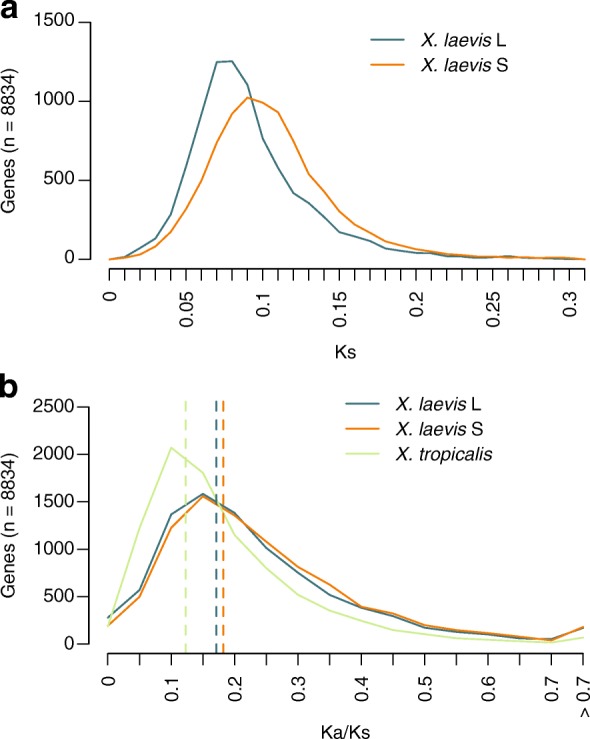
The S subgenome has a higher mutation rate than L. Only genes which none of the L or S copies fall into the pseudogene category are considered. **a** Ks distribution per subgenome in *X. laevis*. **b** Ka/Ks in *X. laevis* and *X. tropicalis*

Given that the hybridization event occurred 17 Mya [8], the higher SNP density in S relative to L (Additional file 4) cannot be a relic from the time before the hybridization (Additional file 5) and it suggests that the relatively high rate of genome degradation in S continues to this day. To examine the continuity of this genome degradation, we dated unitary pseudogenes [21] caused by point mutations and/or deletion-related events (Fig. 5a). We distinguish four, non-exclusive types of pseudogenes: genes that contain a premature stop codon; genes of which the coding sequence is at least 50% shorter than their homeolog and their ortholog in *X. tropicalis*; genes that have lost at least the 75% of their promoter relative to their homeologs that do have a promoter decorated with H3K4me3 in embryos; and genes that contain a frameshift. We furthermore required for each class that the pseudogene candidate is expressed at least tenfold lower than its homeolog. In all cases, we do observe that the rate of pseudogenization has increased dramatically around 18 Mya, i.e. close to the inferred date of the hybridization, and that that rate is ~ 2.3-fold higher in S than in L (Fig. 5a). Furthermore, this rate continues to be high until this day for every class considered (Fig. 5b). We obtained very similar results when we included one-to-one orthologs from additional species in the dating of the pseudogenes and bootstrapped the results per gene to obtain confidence intervals (see the “Bootstrapping pseudogene dates” section in “Methods”) (Additional file 3: Figure S5). When we separate the pseudogenes into non-overlapping classes we observe that deletions are a prevalent cause of pseudogenization (39% and 44% on L and S, respectively) and, as expected, the older pseudogenes are affected by more than one type of damage (Additional file 3: Figure S6). Pseudogenization after genome duplication has been observed to affect certain classes of protein functions more than others, with metabolic functions often being the first ones to be lost relative to regulatory proteins [6]. Indeed, when we date the loss of genes in the function categories associated with the loss, we find an overrepresentation of various metabolic processes, with the pseudogenes belonging to those categories dating often shortly after the WGD event (Additional file 3: Figure S7). We found no evidence for the preferential loss of complete complexes rather than partial complexes, e.g. for dimers the fraction of cases where of both genes only a single copy was left (17.6%), was not higher than the expected percentage if we assumed the losses of the genes from complexes to be independent from each other (18.0%) (see “Methods”). To test for the influence of a potential dosage effect on gene loss, we compared the predicted genome-wide haploinsufficiency score (GHIS) [22] of the human ortholog of *X. laevis* homoeolog and singleton genes (Additional file 3: Figure S8). Singletons indeed have a significantly lower GHIS score than homeologs (*p* = 1.1e-17; Mann–Whitney U test), although the difference is minor (3.0%).

**Fig. 5:**
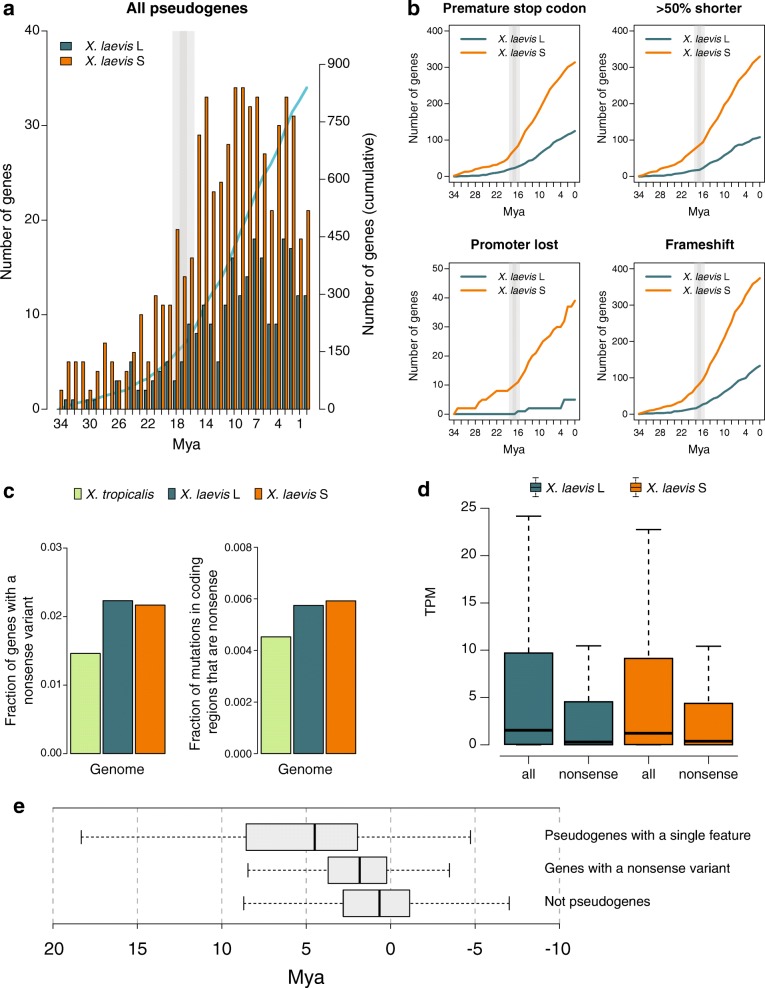
Pseudogenization rate has increased after hybridization. **a** Number of likely pseudogenes (i.e. genes having one or more pseudogene feature and no expression while their homeolog is expressed) binned by predicted date of pseudogenization event. **b** Pseudogenes with different (non-exclusive) pseudogene features and their sum over the years. **c** *Left*: fraction of genes that have a nonsense variant in the population. *Right*: fraction of mutations in coding regions that introduce a premature stop codon. **d** Expression of genes with and without a nonsense variant present in the population. **e** Distribution of predicted pseudogenization time (including one-to-one orthologs of human, mouse, and chicken) for genes with a single pseudogene feature and a tenfold lower expression than the homeolog (*top*), for genes with a nonsense variant present in the population of *X. laevis* (*middle*) and for genes that do not present any feature for pseudogenization and whose expression is less than twofold different between homeologs (*bottom*)

To find independent evidence that the rate of pseudogenization in *X. laevis* remains high until the present, we examined genes that appeared to be polymorphic with respect to their pseudogene state, i.e. we searched for protein truncating variants (PTVs) (variants which potentially disrupt protein-coding genes) in the progeny of two of our outbred genomes (see the “SNP calling” section in “Methods”) relative to the published inbred genome [8]. Among all possible PTVs, we limited the analysis to SNPs that introduce a premature stop codon (nonsense mutations), as they can be called relatively reliably [23]. As a reference, we compared the nonsense SNP density with the one we measured in *X. tropicalis* using the same type of data and settings to call the SNPs, i.e. the progeny of two outbred genomes. In the 23,667 annotated genes in L and 16,939 in S, we detect 528 (2.23%) and 367 (2.17%) genes with at least one loss of function (LOF) variant. In contrast, in the 26,550 genes of *X. tropicalis*, we detect only 388 (1.46%) LOF variants (Fig. 5c, left). When normalizing the nonsense variants by the total number of SNPs in coding regions per (sub) genome, the fraction of premature stop variants in S (5.9e-3) is slightly higher than that in L (5.7e-3) while both are substantially and significantly higher than in *X. tropicalis* (4.5e-3; *p* < 0.001 for both comparisons; Chi-squared test; Fig. 5c, right). To substantiate that the selected PTVs are indeed hallmarks of incipient pseudogenes, we compared their expression with the expression of the other genes in their respective (sub)genome and found that genes with a SNP introducing a premature stop codon have a significantly lower expression (Fig. 5d). Second, we used the equation for dating of unitary pseudogenes to estimate the time of loss of selection in the PTV containing genes. We found that genes with this type of variants present in the population show evidence of loss of selection when compared to the set of genes that are not pseudogenes (*p* = 1e-5; Student’s *t*-test; Fig. 5e) and that this loss of selection is more recent than for pseudogenes with only a single feature for pseudogenization that is fixed in the population (*p* = 5.6e-7; Student’s *t*-test; Fig. 5e). That we find a higher level of SNPs in S than in L cannot be a relic from the time before the hybridization in which the S species may have had a higher SNP density than L, given that the hybridization occurred 17 Mya (Supplemental note). Altogether, these results suggest that, in addition to deletions, a higher mutation rate and a more relaxed selection pressure in S has contributed to the differences that the subgenomes present nowadays, including differential gene loss. This gene loss continues to be at a higher rate than in a closely related diploid species.

### Transposons have contributed subgenome-specific enhancer elements

The results described above document the pervasive loss and ongoing decay of coding and regulatory sequences after interspecific hybridization genome duplication. We next asked to what extent regulatory innovations have contributed to genomic evolution of this species. At many loci, the profile of p300 recruitment is remarkably different between L and S loci, with differences in both p300 peak intensity and number of peak regions across homeologous loci, for example in the *slc2a2* locus (Fig. 6a). We identified 2451 subgenome-specific p300 peaks lacking any conservation with either the other subgenome or *X. tropicalis* (colloquially referred to as “new” enhancers). There are similar numbers of these non-conserved subgenome-specific p300-bound elements in the L subgenome (n = 1214) and the S subgenome (n = 1237).

**Fig. 6:**
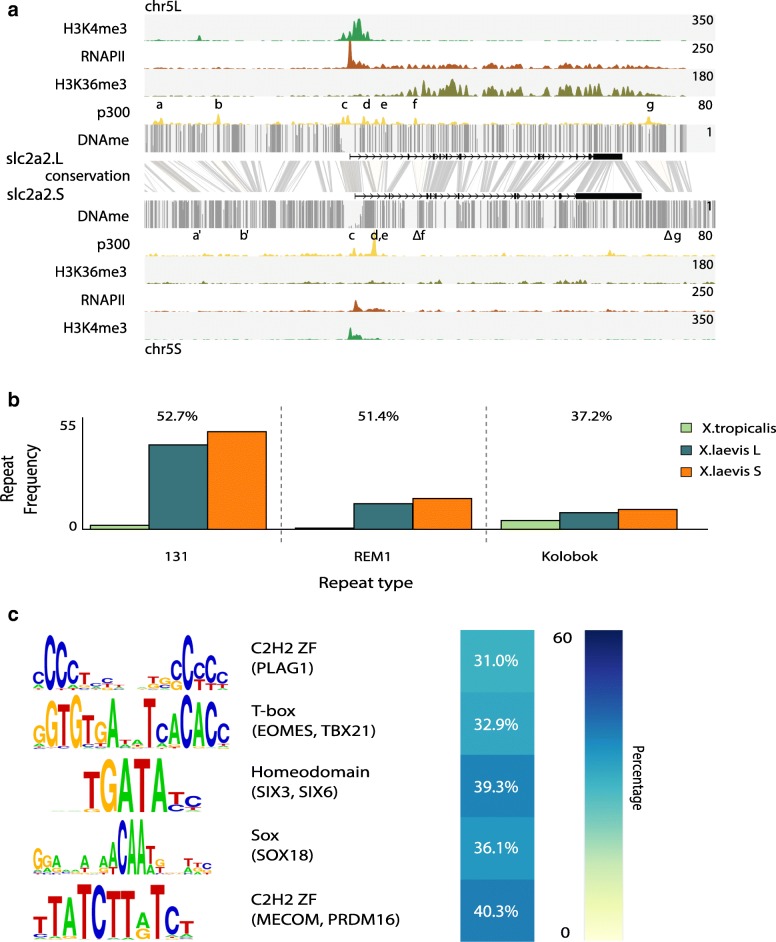
Subgenome-specific recruitment of p300 is associated with TEs. Subgenome-specific p300 peaks are enriched for TEs carrying transcription factor (TF) motifs active in early development. **a** Differential regulation of the slc2a2 homeologs at stage 10.5. Shown are the genomic profiles of H3K4me3 (*green*), RNA Polymerase II (RNAPII; *purple*), H3K36me3 (*blue*), and p300 (*yellow*) ChIP-seq tracks, as well as DNA methylation levels determined by WGBS (*gray*). The *top panel* shows slc2a2.L, which is highly expressed, as evidenced by RNAPII and H3K36me3, and has a number of active enhancers (**a**–**g**), while slc2a2.S, shown in the *bottom panel*, is expressed at a lower rate. The conservation between the L and S genomic sequence is shown in *gray* between the panels. Differential enhancers between L and S are highlighted in *yellow*, which illustrates lost enhancer function (**a**, **b**), conserved enhancer function (**c**–**e**), and deleted enhancers (**f**, **g**). **b** Subgenome-specific p300 peaks are associated with DNA transposon repeats (threshold *p* ≤ 10e-4, twofold enrichment compared to all *X. laevis* peaks and present at least in 15% of the peaks). The *barplots* show the frequency of occurrence of each of the three repeat types per megabase in the three (sub)genomes. Over the *bars* is represented the percentage of subgenome-specific peaks overlapping with the corresponding repeat. **c** TF found to be enriched in the subgenome-specific p300 peaks (threshold *p* ≤ 10e-4, threefold enrichment compared to all *X. laevis* peaks and present at least in 20% of the peaks)

Because new sequences can be acquired by transposition, we examined the overlap of subgenome-specific enhancers with annotated repeats and found that 87% (2143 of 2451; overlap > 50%) are associated with annotated repeats, compared to 24% (5557 of 23,017) of all enhancers (*p* < 1e-308; hypergeometric test). Three repeats (designated REM1, Kolobok-T2, and family-131) were particularly enriched; individually they overlap with 37–53% of the subgenome-specific p300 peaks, compared to 3–9% at other p300 peaks (Fig. 6b). Together these three annotations account for 1338 (54%) of new enhancers, 862 of which have all three annotations overlapping at the same location. They form a 650-bp sequence with an almost perfect 195-bp terminal inverted repeat (TIR), the most terminal 65 bp of which shows 83–90% similarity with the TIRs of a Kolobok-family DNA transposon present in *X. tropicalis* (Additional file 3: Figure S9). This specific Kolobok DNA transposon carries the REM1 interspersed repeat and is present almost exclusively in *X. laevis* (8833 and 8802 copies in L and S, respectively, vs. four copies in *X. tropicalis*), suggesting that it is a relatively young TE that proliferated after the split with *X. tropicalis*. It carries several transcription factor (TF) motifs, including the Eomes T-box motif and the Six3/Six6 homeobox motif (Fig. 6c).

We examined the correlation of the new Kolobok enhancers with gene expression and found that genes with a transcription start site within 5 kb of these subgenome-specific Kolobok enhancers are more highly expressed than other genes in that subgenome (*p* = 1e-4 for L and *p* = 8e-5; Mann–Whitney U test) (Additional file 3: Figure S10), suggesting that the new enhancers are inserted close to active genes and/or promote the expression of these genes.

### Regulatory remodeling by transposons in *X. tropicalis × X. laevis* hybrids

The gene expression (Fig. 2) and p300 recruitment (Fig. 6) differences between the L and S subgenomes may have been caused by regulatory incompatibilities affecting enhancer activity or DNA methylation, which could act immediately upon interspecific hybridization. Alternatively, these differences may represent the long-term effects of genomic co-evolution of the two subgenomes. To examine whether the differences between the two subgenomes were caused by the hybridization event itself, we determined the immediate effect of hybridization on DNA methylation and the patterns of H3K4me3 and p300 enrichment at regulatory regions. We generated embryos obtained by fertilization of *X. laevis* eggs (LE) with *X. tropicalis sperm* (TS). The resulting LETS hybrid embryos were compared to normal *laevis* (LELS) and *tropicalis* (TETS) embryos. The reverse hybrid (TELS) was not viable, as previously described [24].

To examine the early potential changes in DNA methylation, we performed WGBS on the DNA of LETS, LELS, and TETS embryos. The overall methylation in hybrid and normal embryos is almost identical at 92%. We identified a total of 709 differentially methylated regions (DMR) (false discovery rate [FDR] = 0.05); 181 and 72 hypermethylated and 384 and 72 hypomethylated regions in respectively the *X. laevis* and *X. tropicalis* genomes. This reflects both gain and loss of DNA methylation in the subgenomes of LETS hybrid embryos (Fig. 7f, g). There is no evidence in the underlying DNA sequence signatures for these regions being related to gene-regulatory regions (Additional file 3: Figure S11a–d). They are also not in close proximity of genes and may represent regions with inherently unstable DNA methylation. The global pattern of H3K4 trimethylation at promoters is also quite similar in hybrids and normal embryos; less than ten peaks changed in hybrid embryos relative to normal embryos (Additional file 3: Figure S11e).

**Fig. 7:**
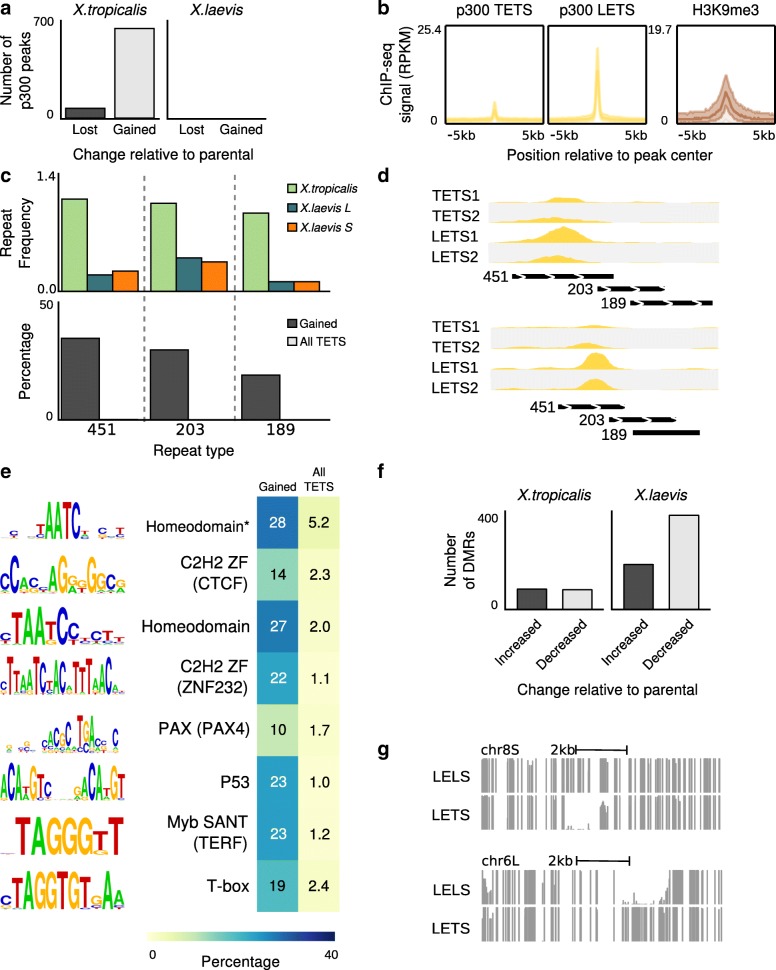
**a** Changes in p300 recruitment in LETS hybrids. In the *X. tropicalis* genome there are new hybridization-induced peaks as well as peaks that disappeared after hybridization. In the *X. laevis* genome there are no changes. **b** Newly introduced peaks appear to be repressed by H3K9me3 in *X. tropicalis* embryos. **c** *Bottom*: a significant number of hybrid-specific peaks are associated with DNA transposon repeats (threshold *p* ≤ 10e-6, > 20 times fold enrichment compared to all *X. tropicalis* peaks and present at least in 10% of the peaks). *Top*: the *bar plots* show the frequency of occurrence of Motif:lcl|rnd-1_family-451_DNA, Motif:rnd-1_family-203 and Motif:lcl|rnd-1_family-189_DNA_PiggyBac repeats per megabase in the three (sub)genomes. Those repeats are *X. tropicalis*-specific, as they occur more often compared to *X. laevis* genomes. **d** Profiles of *X. tropicalis* embryos p300 and LETS hybrid p300 in *X. tropicalis* hybridization-induced peaks loci. New peaks overlap with DNA transposon repeats. **e** Newly introduced peaks found to be enriched in TF DNA binding sites (threshold *p* ≤ 10e-6, fivefold enrichment compared to all *X. tropicalis* peaks and present at least in 10% of the peaks). The TFs that can bind these motifs include Homeobox factors, C2H2 Zinc finger proteins (CTCF, ZNF232), PAX4, TERF, and T-box factors. The AATC motif, marked by an *asterisk*, is annotated in TRANSFAC as a GATA1 motif, but closely resembles a Paired Homeobox consensus motif. **f** DMRs in hybrid embryos. **g** DNA methylation profiles showing the DNA methylation instability in LETS hybrids

Recruitment sites of p300, however, are specifically gained and lost at several subsets of *X. tropicalis* genomic loci in hybrid embryos (Fig. 7a); 629 p300 recruitment sites were gained (a 2.6% increase relative to normal *X. tropicalis* embryos), whereas just 67 p300-bound regions were lost (adjusted *p* value cutoff 1e-5). In the *X. laevis* part of the hybrid genome, none were lost or gained (Fig. 7a), indicating that the changes in the hybrid are biased towards the paternal *tropicalis* genome. To assess the epigenetic state of the gained and lost p300-binding regions, we used our epigenome reference maps of histone modifications in *X. tropicalis* [16]. Among all the marks tested, only H3K9me3 was significantly enriched, specifically at sites of gained p300 recruitment (Fig. 7b), suggesting that these regions are heterochromatic in normal (TETS) embryos but can recruit the p300 co-activator in LETS hybrid embryos.

While examining the p300 hybrid-specific recruitment sites, we noticed that transposable elements were present at many locations (Fig. 7c, d); 82% of the hybrid-specific p300 peaks overlapped more than 50% with annotated repeats. We therefore examined the occurrence of specific repeats at gained p300 sites and found that three repeat annotations (family - 451, 203, and 189) were strongly enriched (*p* = 1e-5; hypergeometric test), each accounting for 20–37% of all newly gained p300 peaks, whereas they only overlap with < 1% of other p300 peaks (Fig. 7c, lower panel). The three repeat annotations strongly co-occur and form a 1.3-kb sequence with a 200-bp imperfect TIR, which shows ~ 80% similarity with those of known PiggyBac-N2A DNA transposons (Additional file 3: Figure S12). We recently found that DNA transposons that are heterochromatinized by H3K9me3 in *X. tropicalis* embryos are relatively young relative to other TEs [25]. Indeed, the piggyBac DNA transposons that gain p300 binding in hybrids are much less abundant in *X. laevis* than in *X. tropicalis*, suggesting that these relatively young transposons get derepressed in the *X. laevis* egg which has had little prior exposure to this transposon. These elements also carry transcription factor binding sites. Nine motifs are enriched (*p* = 1e-5; hypergeometric test) and are present in 10–35% of gained p300 recruitment sites, compared to a 1–3% prevalence of these motifs in other p300 peaks (Fig. 7e). These DNA-binding motifs represent binding sites of Homeodomain and T-box binding factors, which are abundantly expressed during early embryogenesis.

These results document DNA transposon-associated p300 recruitment and DNA methylation instability in experimental interspecific hybrids.

## Discussion

The genomes of the parental *Xenopus* species that gave rise to *X. laevis* through interspecific hybridization have remarkably been maintained as separate and recognizable subgenomes propagated on different sets of chromosomes [8]. These clearly distinguishable subgenomes allow detailed analyses of the patterns of (epi)genomic loss and regulatory remodeling.

The loss of genes, regulatory elements, and genomic sequence is caused predominantly by deletions and mutations in both subgenomes, which erode the S subgenome more strongly than the L subgenome. Such biased loss of genes has been observed in polyploid plant species and has been suggested to be a general result of allo-polyploidization, in contrast to auto-polyploidies where the subgenomes are indistinguishable and degrade at a similar rate [9]. As to why one particular subgenome erodes more quickly than another, one hypothesis is that interspecific hybridization generates a crisis, referred to as “genomic shock,” for example by transposon reactivation on one of the subgenomes which can disrupt coding sequences [26]. Consistent with this possibility is the proliferation of S-specific Mariner DNA transposons in *X. laevis* at the time of hybridization [8]. Also consistent with transposon reactivation are our results from artificial *X. tropicalis × X. laevis* hybrids (LETS, *X. laevis* eggs, *X. tropicalis* sperm), in which a set of *X. tropicalis*-specific DNA transposons recruits the p300 co-activator in the hybrid, whereas normally they are repressed by H3K9me3. Relatively young DNA transposons are heterochromatinized with H3K9me3 [25], but when introduced into eggs that have been little exposed to these transposons these mechanisms may fail. We have not been able to detect transposon expansion in the short time of *Xenopus* hybrid embryogenesis (data not shown), but together the observations suggest that transposon reactivation can contribute to genomic perturbations in hybrids. Similarly, in the Atlantic salmon, which has undergone several (320 Mya, 80 Mya) whole genome duplications, transposon expansion has been associated with the whole genome duplication event and with chromosome rearrangements [6].

In contrast to these short-term effects of hybridization, our analyses indicate that new pseudogenes continue to arise, both by mutations that cause premature stop codons, and by deletions that truncate the coding region or delete intergenic or promoter regulatory sequences. An elevated rate of pseudogene formation is observed on both the L and S subgenomes since the time of hybridization (~17 Mya, cf. Fig. 5) up to the present day, suggesting genome erosion is a continuous process that has been and still is higher on S compared to L. Consistent with this result is a mildly elevated level of SNPs observed in S relative to L (Fig. 4; Additional file 4). The cause of the higher mutation rate of the S subgenome is unknown. The local mutation rate has been shown to correlate with replication timing [27] and it is possible that there are subtle but consistent differences in replication timing between the two subgenomes. It can also be due to differences in background selection [28], in which selection against non-neutral variants would also reduce neutral variation in their vicinity.

All in all, the higher level of genome degradation in S relative to L appears to be the result of a slightly higher mutation rate and a considerably higher deletion rate in S, combined with less selection against the loss of (epi)genetic elements in S than in L. The higher deletion and mutation rates are supported by higher numbers of deletions and SNPs in regions that appear not to be under selection: intergenic regions; introns; and redundant coding positions. Reduced selection against the loss of genetic elements from S relative to L is supported by a larger difference in the loss of p300 peaks and promoters relative to the background in the L subgenome than in the S subgenome and a slightly but significantly lower Ka/Ks ratio in the L subgenome relative to the S subgenome.

The deletions bear the hallmarks of NAHR [29]; the retained regions in the other subgenome are enriched for ancient repeats and the sequence similarity between the flanks of the region is higher than expected by chance. The S chromosomes have also experienced significantly more rearrangements including inversions [8]. Normally, in meiotic recombination double strand breaks are fixed using allelic sequences. In the absence of proper chromosome pairing, other non-allelic homologous sequences, for example repeats in the same chromosome, are used for double-strand break repair, leading to deletions and inversions [29]. Interestingly, Prdm9, a fast-evolving mammalian DNA-binding protein involved in meiotic chromosome pairing and recombination hotspot selection, has been implicated in hybrid sterility in mouse [30, 31]. There is no known one-to-one ortholog of Prdm9 in *Xenopus* and the L and S subgenome-encoded proteins involved in meiotic double strand break repair are also not fully known, but it is conceivable that their skewed expression or activity is involved in subgenome-biased NAHR.

The results reported here identify a major role for repetitive elements in subgenome bias, gene loss, and regulatory remodeling. Not only is sequence loss by NAHR linked to repeats, subgenome-specific acquisition of enhancer elements is also overwhelmingly associated with TEs. Moreover, young transposons also gain p300 recruitment in *X. tropicalis × X. laevis* hybrids. DNA transposons can contribute sequence variation to the genome, which can affect gene expression by changing the local chromatin state at the site of insertion, resulting in metastable epi-alleles [26]. Once a host is invaded, TEs usually duplicate freely before they become repressed. When introduced in relatively unexposed eggs this repression may be lost. Interestingly, TEs can be co-opted as enhancers for the regulation of developmental genes [32, 33]. TFs have been found to bind to TEs with open and active chromatin signatures in both human and mouse cells, but the binding patterns were largely different between the two species [34], suggesting that transposons contribute to regulatory change during evolution. In addition to the potentially large and sudden changes in regulatory potential caused by transposition, mutational changes are known to cause TF-binding sites to be lost and gained [17, 35] causing turnover and change in the regulatory landscape over longer time scales.

## Conclusions

It is not known exactly how the ancient two rounds of whole genome duplications at the root of the vertebrate tree have contributed to genome evolution. Its analysis is confounded by the pervasive loss of homeologs over hundreds of millions of years and the absence of tractable subgenomes. The *X. laevis* interspecific hybridization and genome duplication event is one of the most recent vertebrate genome duplications. Excitingly, the clearly distinguishable chromosomes of different parental origins allow for reconstruction of the parental genomes. We have found evidence for a pervasive influence of repetitive elements, driving gene loss, and genomic sequence loss through NAHR, in addition to remodeling of the regulatory landscape through transposon-mediated gain of coactivator recruitment. In combination with experimental interspecific hybrids, *Xenopus* can therefore be a powerful new model system to distinguish the short- and long-term consequences of hybridization and to study the mechanisms of vertebrate genome evolution.

## Methods

### Animal procedures

Embryos were generated using in vitro fertilization (IVF) with outbred animals, including LELS embryos (laevis eggs–laevis sperm), TETS embryos (tropicalis eggs–tropicalis sperm), and LETS embryos (laevis eggs–tropicalis sperm). *X. laevis* female frogs were injected with 500 U of human chorionic gonadotropin (hCG, BREVACTID 1500 I.E) 16 h before IVF. A *X. laevis* male was sacrificed and isolated testis was macerated in 2 mL Marc’s Modified Ringer’s medium (MMR) to be used immediately for fertilization. Both male and female *X. tropicalis* frogs were primed with 100 and 15U of hCG 48 h before IVF. Five hours before egg laying, females were boosted with 150 U of hCG. Male testis was always isolated fresh. The testis was macerated in 2 mL FCS-L15 (10% fetal calf serum–90% L15 medium) cocktail and used immediately for IVF. LETS embryos were obtained similarly using species and sex-specific hormonal stimulation as described above. Once the macerated sperm suspension was mixed vigorously over the layered eggs, they were left undisturbed for three minutes and then the Petri dish was flooded with 25% MMR for the fertilized *X. laevis* eggs (LELS and LETS) and 10% MMR was added to the fertilized *X. tropicalis* eggs (TETS). Embryos were cultured at 25 °C. The jelly coats were removed 4 h post fertilization (hpf) using 2% cysteine in 25% MMR (pH 8.0) for LELS and LETS and using 3% cysteine in 10% MMR (pH 8.0) for TETS.

### ChIP-sequencing

Embryos (n = 35–90, two biological replicates for every ChIP experiment) were fixed in 1% formaldehyde for 30 min at Nieuwkoop-Faber stage 10.5. Embryos were washed once in 125 mM glycine/25% MMR and twice in 25% MMR, homogenized on ice in sonication buffer (20 mM Tris•HCl, pH 8/10 mM KCl/1 mM EDTA/10% glycerol/5 mM DTT/0.125% Nonidet P-40, and protease inhibitor cocktail [Roche]). Homogenized embryos were sonicated for 20 min using a Bioruptor sonicator (Diagenode). Sonicated extract was centrifuged at top speed in a cold table-top centrifuge and supernatants (ChIP extracts) were snap frozen in liquid nitrogen and stored at – 20 °C until use. Before assembling the ChIP reaction, the ChIP extract was diluted with IP buffer (50 mM Tris•HCl, pH 8/100 mM NaCl/2 mM EDTA/1 mM DTT/1% Nonidet P-40, and protease inhibitor cocktail) and then incubated with 1–5 μg of antibody and 12.5 μL Prot A/G beads (Santa Cruz) for an overnight binding reaction on the rotating wheel in the cold room. The following antibodies were used: H3K4me3 (Abcam ab8580), H3K4me1 (Abcam ab8895), p300 (C-20, Santa Cruz sc-585), H3K36me3 (Abcam ab9050), and RNA polymerase II (Diagenode C15200004). The beads were sequentially washed, first with ChIP1 buffer (IP buffer plus 0.1% sodium deoxycholate), then ChIP2 buffer (ChIP1 buffer with 500 mM NaCl final concentration), then ChIP3 buffer (ChIP1 buffer with 250 mM LiCl), then again with ChIP1 buffer, and lastly with TE buffer (10 mM Tris, pH 8/1 mM EDTA). The material was eluted in 1% SDS in 0.1 M sodium bicarbonate. Cross-linking was reversed by adding 16 μL of 5 M NaCl and incubating at 65 °C for 4–5 h. DNA was extracted using the Qiagen QIAquick PCR purification kit. Approximately 10 ng input DNA was used for sample preparation for high-throughput sequencing on an Illumina HiSeq 2000 or NextSeq (according to manufacturer’s protocol).

### RNA-sequencing

For RNA-seq experiments, total RNA was extracted from 20 Nieuwkoop-Faber stage 10.5 embryos (two biological replicates each for LELS and LETS, respectively) using Trizol and Qiagen columns. In total, 4–5 μg total RNA was treated with DNase I on column and depleted of ribosomal RNA (rRNA) using Magnetic gold RiboZero RNA kit (Illumina) resulting in a yield of 45–52 ng of rRNA depleted total RNA. A total of 2 ng rRNA-depleted total RNA was reserved for Experion (Bio-Rad) quality assessment run for rRNA depletion and the remaining was used for first and second strand synthesis (strand-specific protocol). Total yield of double-strand DNA (dscDNA) was in the range of 14.5–15.8 ng and out of this 1.2–5 ng was used for sample preparation for high high-throughput sequencing (according to manufacturer’s protocol). Quantitative polymerase chain reaction quality controls before and after sample preparation corroborated well and relative depletion of 28S rRNA compared to control genes (eef1a1 and gs17) was taken as a quality assessment indicator for sequencing-grade dscDNA.

### ChIP-seq and RNA-seq data analysis

ChIP-seq reads were mapped to the *X. laevis* genome (Xenla9.1) using bwa mem (version 0.7.10-r789) with default settings [36]. Duplicate reads were marked using bamUtil v1.0.2. Where applicable (H3K4me3, p300) peaks were called using MACS (version 2.1.0.20140616) [37] relative to the Input track using the options --broad -g 2.3e9 -q 0.001. --buffer-size 1000. Peaks were combined for replicates using bedtools intersect (version v.2.20.1) [38]. Figures of genomic profiles were generated using fluff v1.62 [39].

In addition to the RNA-seq triplicate produced in this study, we used the eight stage 10.5 samples from NCBI GEO series GSE56586 (GSM1430926, GSM1430927, GSM1430928, GSM1430929, GSM1430930, GSM1430931, GSM1430932, GSM1430933). RNA-seq reads were mapped to the Xenla9.1 genome with the JGI 1.8 annotation using STAR version 2.4.2a [40]. Quantification of expression levels was performed using express eXpress version 1.5.1 [41]. 

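The quantification by eXpress divides the estimated count of each transcript by an effective length, which replaces the transcript length after a correction for fragment length and sequence bias, and TPM is this ratio scaled to the same total in each replicate. The 2 replicates of stage 10.5 *X. laevis* embryos differed in this correction. Over the transcripts with counts, the median ratio of effective length to transcript length was 0.91 in replicate 1 (24547 transcripts) and 0.51 in replicate 2 (24358 transcripts). The 10th and 90th percentiles of this ratio were 0.71 and 1.104 in replicate 1, and 0.40 and 0.91 in replicate 2. The effective length was more than 3 times the transcript length for 14 transcripts in replicate 1 and for 604 transcripts in replicate 2, and 1 transcript was in both sets. Transcripts with at least 100 estimated counts numbered 13186 in replicate 1 and 14919 in replicate 2, and of these 10 and 305, respectively, had a TPM below 1. Reads that fit several transcripts joined the transcripts into bundles. In replicate 1 there were 30909 transcripts that shared no reads and 5855 bundles of 2 transcripts, against 37758 and 3209 in replicate 2. The transcripts that shared no reads include those without any count, which numbered 20552 in replicate 1 and 20741 in replicate 2. With TPM recomputed from the estimated counts and the transcript length, in place of the effective length, an alternative chosen after seeing the files, the number of expressed transcripts was 18545, compared to 18478 with the deposited TPM.

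**Figure D2:**
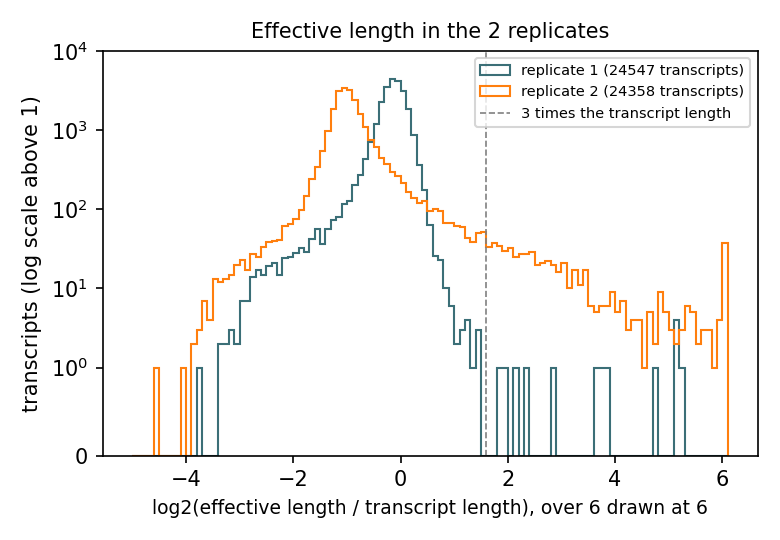
Distribution of the log2 ratio of effective length to transcript length (x axis, values over 6 drawn at 6) against the number of transcripts (y axis, log scale above 1), for the transcripts with counts in replicate 1 and replicate 2. The peak of replicate 2 lies to the left of that of replicate 1, with medians of 0.51 and 0.91 on the linear scale, and its right tail beyond the dashed line at 3 times the transcript length holds 604 transcripts, compared to 14 in replicate 1.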

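The replicates behind this mean were compared across transcripts, which are not independent replicates of each other. Across the 19644 transcripts with a TPM of at least 1 in either replicate, log2(TPM + 0.1) had a Pearson correlation of 0.72 between the replicates (95% confidence interval from 0.71 to 0.73) and a Spearman correlation of 0.82. With TPM recomputed from estimated counts per transcript length, a choice made after seeing the files, the Pearson correlation was 0.79. For the 12774 transcripts with at least 100 estimated counts in both replicates, the median absolute log2 ratio between the replicates was 0.56 for TPM and 0.47 for estimated counts scaled to the library total. A difference of more than 2-fold was found for 24.9% of these transcripts in TPM and for 17.0% in scaled counts. The coefficient of variation between the replicates was 0.43 (95% bootstrap interval from 0.428 to 0.438), estimated as the square root of the common dispersion by edgeR on the rounded estimated counts of 18296 transcripts with at least 10 counts in both replicates. It was 0.35 over the transcripts with at least 100 counts in both replicates and 0.68 without a filter on low counts. These intervals treat the transcripts as independent, which they are not. With all transcripts in place of those with a TPM of at least 1 in either replicate, the Pearson correlation was 0.93. The replicates differed in read length as well as in the embryos sampled, and the 2 sources of variation cannot be separated. The mean in the paper combines these replicates with 8 further stage 10.5 samples of an earlier series, which are not in the files analysed here.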

The mean expression level (TPM; transcript per million) per transcript was obtained by combining all replicates.

### MethylC-seq for whole-genome bisulfite sequencing

Genomic DNA from *Xenopus* embryos (LELS and LETS, n = 20–50, NF stage 10.5) was extracted as described before [42] with minor modifications. Briefly, embryos were homogenized in 3 volumes STOP-buffer (15 mM EDTA, 10 mM Tris-HCl pH7.5, 1% SDS, 0.5 mg/mL proteinase K). The homogenate was incubated for 4 h at 37 °C. Two phenol:chloroform:isoamyl alcohol (PCI, 25:24:1) extractions were performed by adding 1 volume of PCI, rotating for 30 min at room temperature (RT) and spinning for 5 min at 13 k rpm. DNA was precipitated in 1/5 volume NH4AC 4 M plus 3 volumes EtOH with an overnight incubation at 4 °C. Subsequently, the DNA was spun down for 20 min at 13 k rpm in a cold centrifuge and the pellet was washed with 70% EtOH and dissolved in 100 μL of DNAse-free water. To remove contaminating RNA, a 2-h RNase A (0.01 volume of 10 mg/mL) treatment was performed at 37 °C. Sample was further purified with two Mg/SDS precipitations. Volumes of 0.05 of 10% SDS plus 0.042 volumes of MgCl2 2 M were added to the sample followed by incubation on ice for 15 min. Subsequently, the precipitants were spun down at 4 °C for 5 min at 13 k rpm. A third PCI extraction was also performed followed by only one chloroform:isoamyl alcohol (CI, 24:1) extraction. DNA was precipitated overnight at – 20 °C in 2.5 volumes EtOH plus 1/10 volume NaOAc 3 M pH 5.2. Next, the precipitated DNA was spun down for 30 min at 13 k rpm in a cold centrifuge and the pellet was washed with 70% EtOH. The purified DNA pellet was then dissolved in 50 μL H2O.

MethylC-seq library generation was performed as described previously [43, 44]. The genomic DNA was sonicated to an average size of 200 bp, purified and end-repaired followed by the ligation of methylated Illumina TruSeq sequencing adapters. Library amplification was performed with KAPA HiFi HotStart Uracil + DNA polymerase (Kapa Biosystems, Woburn, MA, USA), using six cycles of amplification. MethylC-seq libraries were sequenced in single-end mode on the Illumina HiSeq 1500 platform. The sequenced reads in FASTQ format were mapped to the in-silico bisulfite-converted *X. laevis* reference genome (Xenla9.1) using the Bowtie alignment algorithm with the following parameters: -e 120 -l 20 -n 0 as previously reported [45, 46]. DMRs were called using the methylpy pipeline, as described before [46], with FDR < 0.05 and the difference in fraction methylated ≥ 0.4. To estimate the bisulfite non-conversion frequency, the frequency of all cytosine base-calls at reference cytosine positions in the lambda genome (unmethylated spike in control) was normalized by the total number of base-calls at reference cytosine positions in the lambda genome. See below for sequencing and conversion statistics.

DNA-methylation free (hypo-methylated) regions were detected using the hmr tool from MethPipe version 3.0.0 (http://smithlabresearch.org/software/methpipe/) [47]

### Active transcription

To consider a region as actively transcribed, we measured the H3K36me3 and RNAPII marks (as RPKM) of 200,000 random regions in *X. laevis* to define background levels. Regions with active transcription are those with at least the average of the measures plus two standard deviations, for both signals independently.

### Whole-genome alignment

Genome alignment of *X. tropicalis* and *X. laevis* was performed using progressiveCactus version 0.0 (https://github.com/glennhickey/progressiveCactus) [39, 40] with the default parameters. *X. tropicalis. X. laevis* L and S were treated as separate genomes and were aligned using (Xla.v91.L:0.2,Xla.v91.S:0.2):0.4,xt9:0.6) Newick format phylogenetic tree. In order to reduce computational time alignment was done per-chromosome, with homeologous chromosomes aligned to each other.

### Calling deletions

A set of high-confidence deleted regions was obtained using the progressiveCactus alignment. We extracted all regions from the *X. laevis* genome that reciprocally aligned either *X. tropicalis* and/or to the other subgenome. We then selected all regions that reciprocally aligned to *X. tropicalis* but not to the other *X. laevis* subgenome. We merged all regions within 10 bp and removed those that overlapped for > 25% of their length with gaps. As a final filtering step, we required a sequence that reciprocally aligned to the other subgenome in both 500-bp flanks of the putative deletion. Finally, the size of the region between the two aligned flanks should be at most 4 kb and at least three times shorter than the size of the region in the subgenome where the sequence was not deleted.

### SNP calling

SNPs were called using the GATK pipeline (version 3.4-46-gbc02625 [48]) on the basis of the best practices workflow [49, 50] As input we used a high-coverage ChIP-input track from a clutch of wild-type embryos compared the reference J-strain genome. The HaplotypeCaller tool was used to call SNPs. All putative SNPs were subsequently filtered with the VariantFiltration tool. The filterExpression was set to “QD < 2 || FS > 60.0 || MQ < 35.0 || MQRankSum < -12.5 || ReadPosRankSum < -8.0” for *X. tropicalis*. For *X. laevis* the same settings were used, except for MQ, which was set to “MQ < 40.” SNPs passing the filter were required to have at least tenfold coverage with at least four observations of the alternative allele. The SNP coverage was calculated relative to the sequence regions where SNPs could be called given the minimum required coverage, as determined by the CallableLoci tool from the GATK pipeline.

### Search and alignment of orthologs and evolution rates

Orthologs of *X. tropicalis* were searched in the genome of *X. laevis* with the cdna2genome tool from Exonerate [51]. From 14,500 sequences submitted, 14,276 were successfully scanned. From those, 10,935 found a match in both subgenomes, leaving 3343 sequences that did not return any sequence from either L or S subgenomes or both. Among the sequences with a match in both subgenomes, those having no synteny (n = 939) were discarded because they were potential wrong matches in closely related gene families.

Once we had our three sequences per gene (n = 9996), we aligned them using MACSE [52], which allows frameshifts and premature stop codons, with the following parameters: gap creation = 18, gap extension = 8, frameshift creation = 28, premature stop codon = 50. Ten sequences were discarded in this step.

In order to obtain evolutionary rates of each of the three copies per gene triangle, we performed ancestral sequence reconstruction with FastML [53], which gave us the most likely sequence present at the speciation between *X. laevis* L and S ancestors. Once we obtained this crossroad sequence, we measured the amount of ratio of non-synonymous mutations per non-synonymous sites versus synonymous mutations per synonymous sites (i.e. Ka/Ks ratio) using the seqinR package [54].

### Pseudogene dating

Similar to Zhang et al. [21], we related the excess of non-synonymous mutations to the evolving rate average of the gene to date the approximate time when the copy lost constraint on its sequence.

### Bootstrapping pseudogene dates

We took the pseudogene candidates and retrieved their annotated 1 to 1 orthologs in human, mouse, and chicken through Ensembl. We then aligned them using MACSE [52] with default parameters, considering the pseudogene as a “less reliable” sequence. After this, we reconstructed the ancestral sequence with FastML [53] and then measured the Ka/Ks ratio using the seqinR package [54].

In order to confirm the reliability of these results, we bootstrapped the alignments 1000 times each and measured the Ka/Ks ratios of all of them. Briefly, we cut up the alignments in codons and we built an artificial alignment of the same length of the original protein by randomly adding (with replacement) aligned codons found in the original alignment.

### Quantification of genomic losses per genomic region

Using the deletions track generated through the deletions call step (see “Calling deletions” in “Methods”), we quantified the amount of DNA lost per genomic region by measuring the overlap between both coordinates. To do so, we used the R packages rtracklayer [55] and GenomicRanges [56]. To compare the observed distribution of deletions to the expected distribution, we performed 1000 genomic randomizations of the deletions, keeping features on the same chromosome, using bedtools shuffle [38] with the -chrom argument. *P* values for enrichment or depletion of overlap with specific features were calculated based on the z-score obtained from the 1000 randomizations. *P* values for differences in observed/expected rate between L and S chromosomes were calculated using the Mann–Whitney U test. All *P* values were adjusted for multiple testing using the Benjamini–Hochberg approach.

### Gene Ontology term enrichment analysis

Term enrichment analysis was performed using PANTHER [57]. Briefly, we used *X. tropicalis* orthologs names of the pseudogenes discussed in the section "High levels of pseudogenization started after hybridization and continue to the present" and we compared it to the list of genes in *X. tropicalis* that successfully returned syntenic orthologs in *X. laevis* (see “Search and alignment of orthologs and evolution rates” in “Methods”).

### Quantification of preferential loss of complete protein complexes

We took the hetero-dimers from the human protein complex CORUM database [58] and examined the extent to, when completely represented in the *X. laevis* genome (357 complexes), both genes were present on both genomes (170 complexes), only one gene was present on both genomes (124 complexes) or both genes were present on only a single genome (63 complexes). Also, extending the analysis to trimers did not show an overrepresentation of completely lost complexes.

## Additional files

Additional file 1: Overview of the sequencing data used in this study.

Additional file 2: Containing the number of experimentally defined regulatory regions (p300, H3K4me3, and DNAme-hypomethylated) along with the genomic coordinates of all of them.

Additional file 3: Containing supplemental figures.

Additional file 4: Summarizing the analysis of small nucleotide polymorphisms (SNP) in different regions of the genome.

Additional file 5: With a supplemental note on the time required to fix pre-existing genomic variation in the population after hybridization.

# Supplementary material for: Regulatory remodeling in the allo-tetraploid frog Xenopus laevis
**Source:** Genome Biol. 2017 Oct 24;18:198. doi: 10.1186/s13059-017-1335-7
**Supplement:** Supplementary file 3 — Containing supplemental figures.

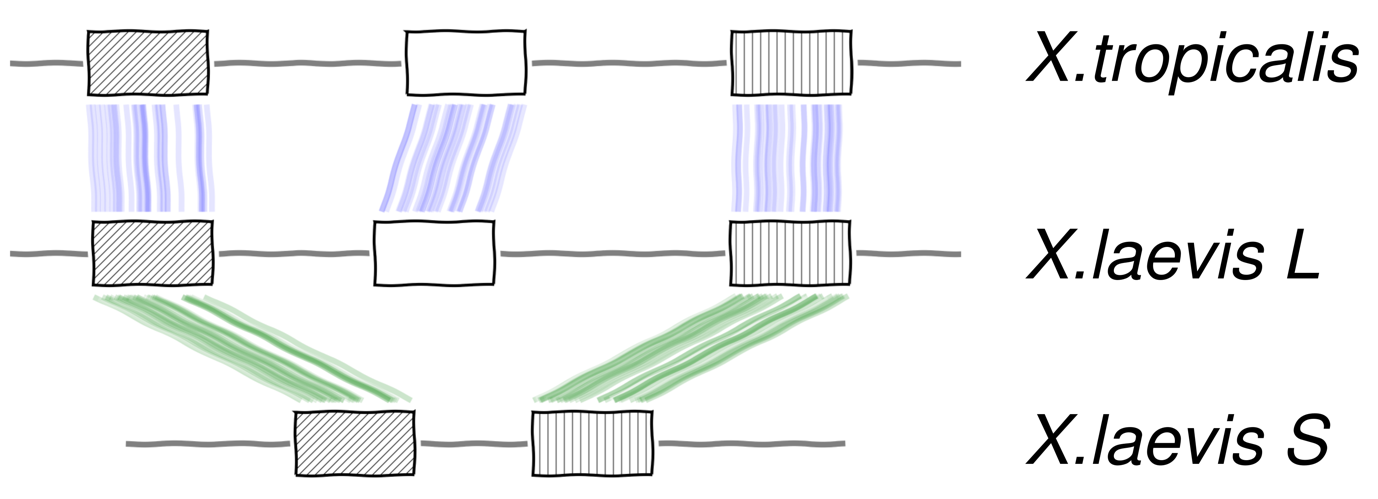

Figure S1. Strategy for calling deletions based on blocks of sequence conserved between one *X. laevis* subgenome and *X. tropicalis*, but lost from the other subgenome.

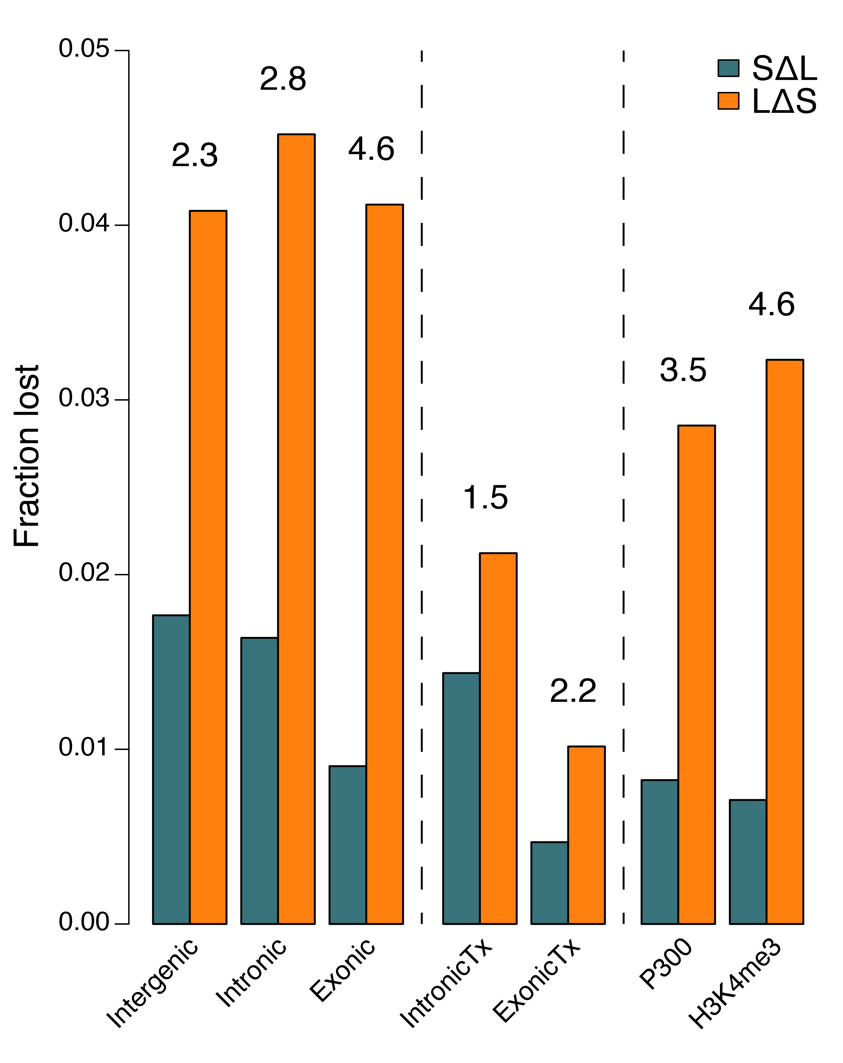

Figure S2: Fraction of genomic regions lost by deletions. Numbers on top of the bars represent the ratio of the fraction lost in S relative to the one lost in L. Intergenic: 1kb distance from a gene. Intronic: introns. Exonic: UTRs + CDS. IntronicTx: introns from genes actively transcribed. ExonicTx: Exons from genes actively transcribed. p300: genomic fragments having a p300 peak. H3K4me3: genomic fragments having a H3K4me3 peak.

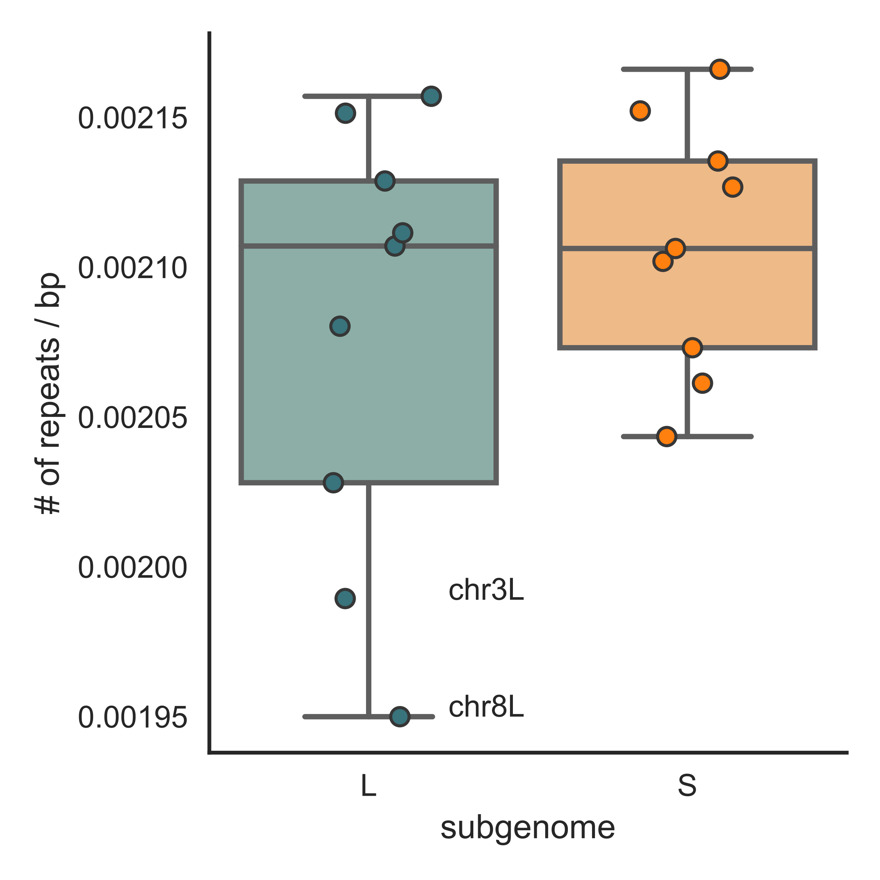

Figure S3. Number of repeats on L and S chromosomes.

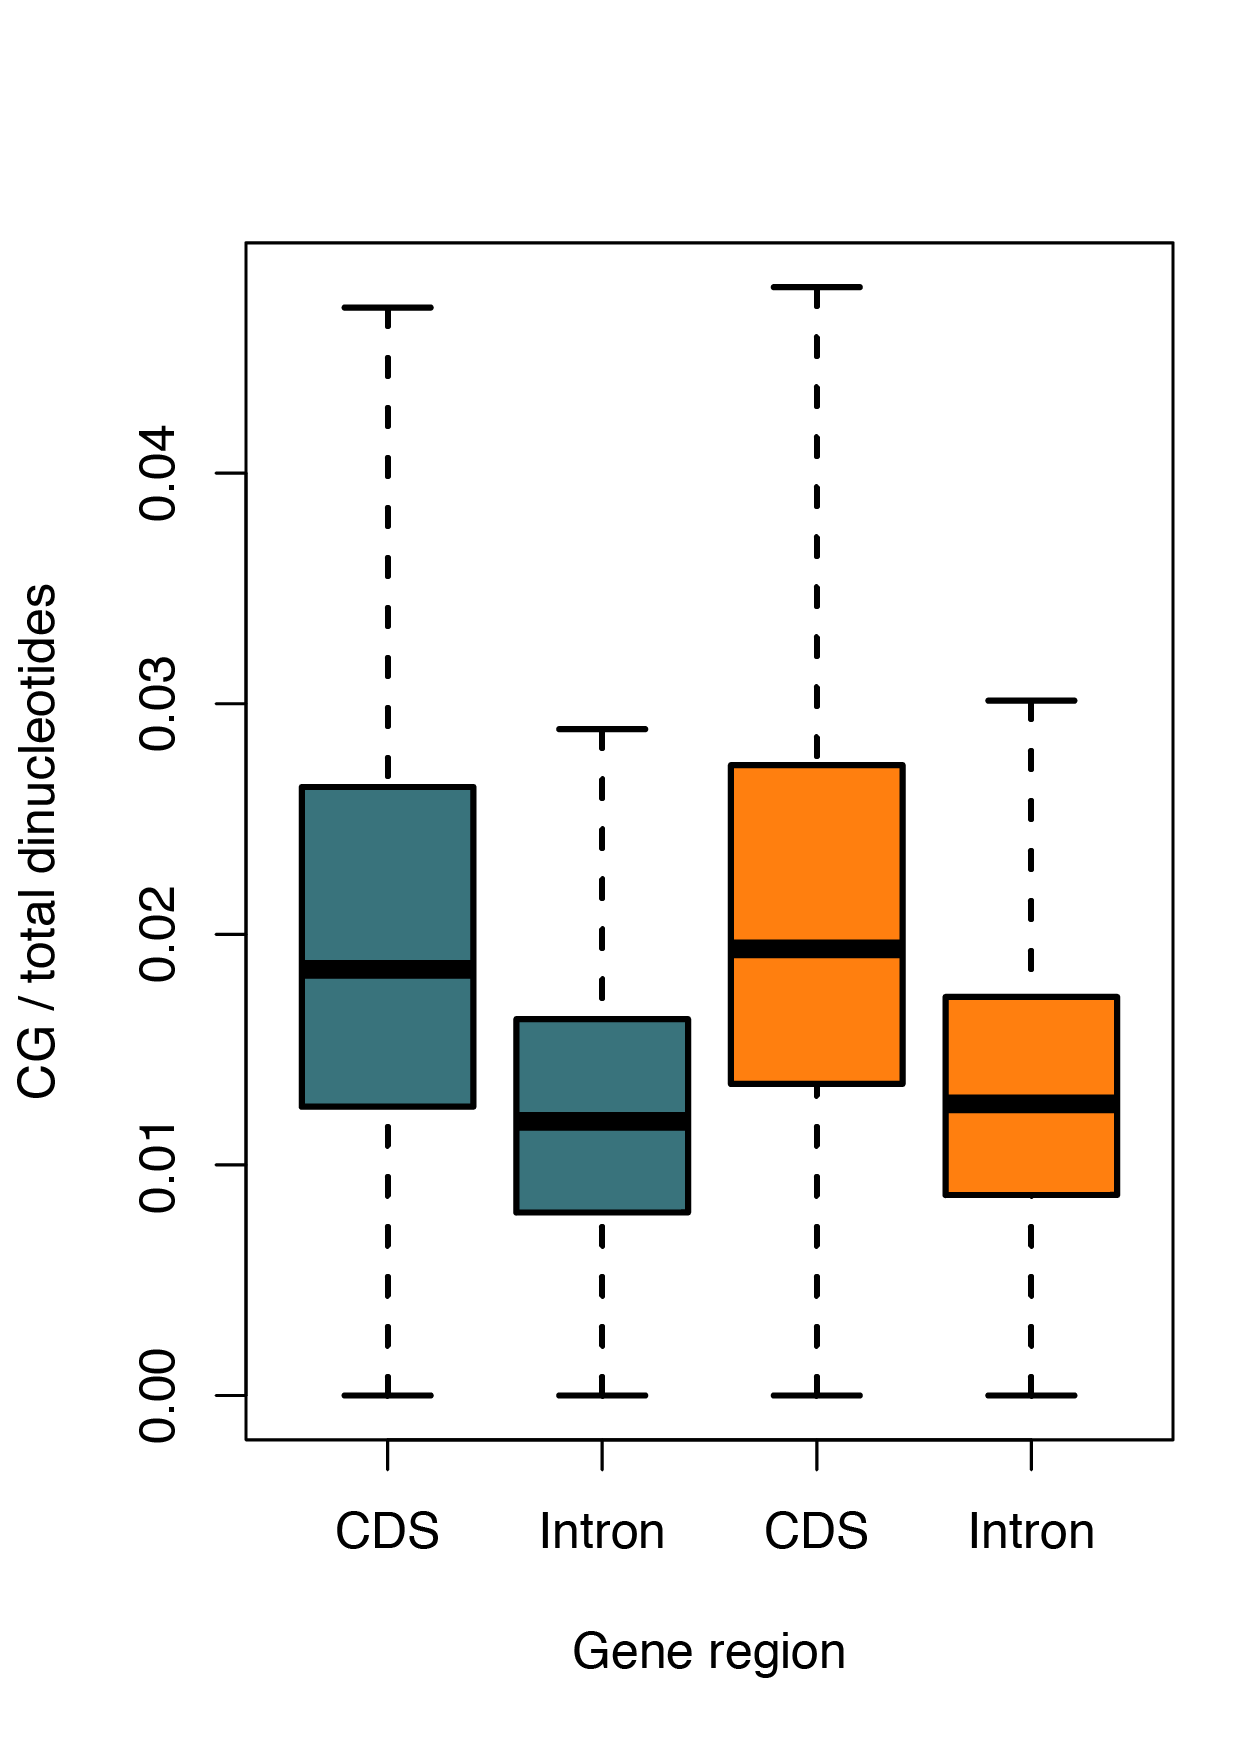

Figure S4: CpG density is in CDS and in introns for both L and S subgenomes

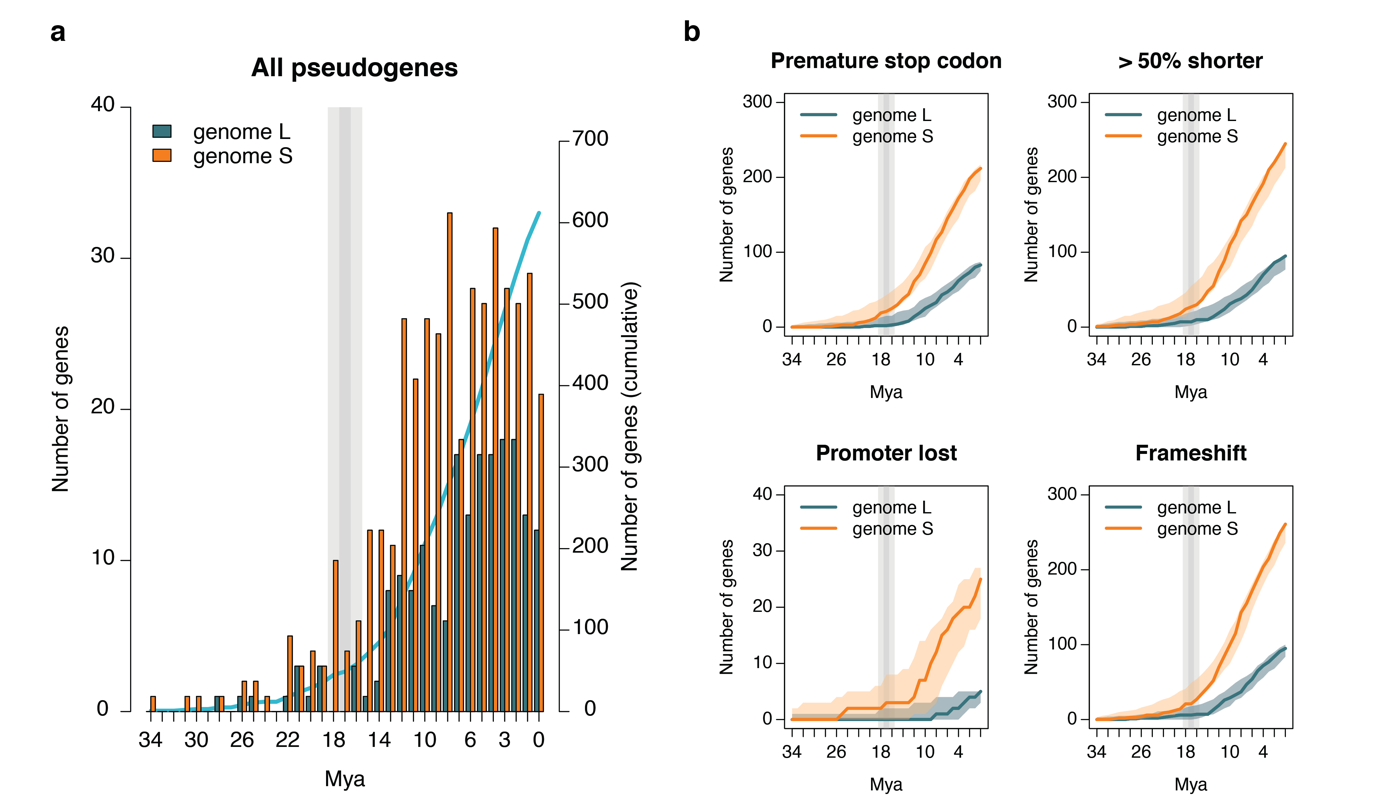

Figure S5: Dating of pseudogenes using extra species. (a) Number of likely pseudogenes (i.e., a gene presenting one or more pseudogene features and 10 times less expression than its homeolog) which have been successfully aligned to their orthologs in human, mouse and chicken, binned by predicted date of pseudogenization event (b) Likely pseudogenes with different (non-exclusive) pseudogene features and their sum over the years. The shaded area depicts the upper and the lower estimates based on the results of the bootstraps.

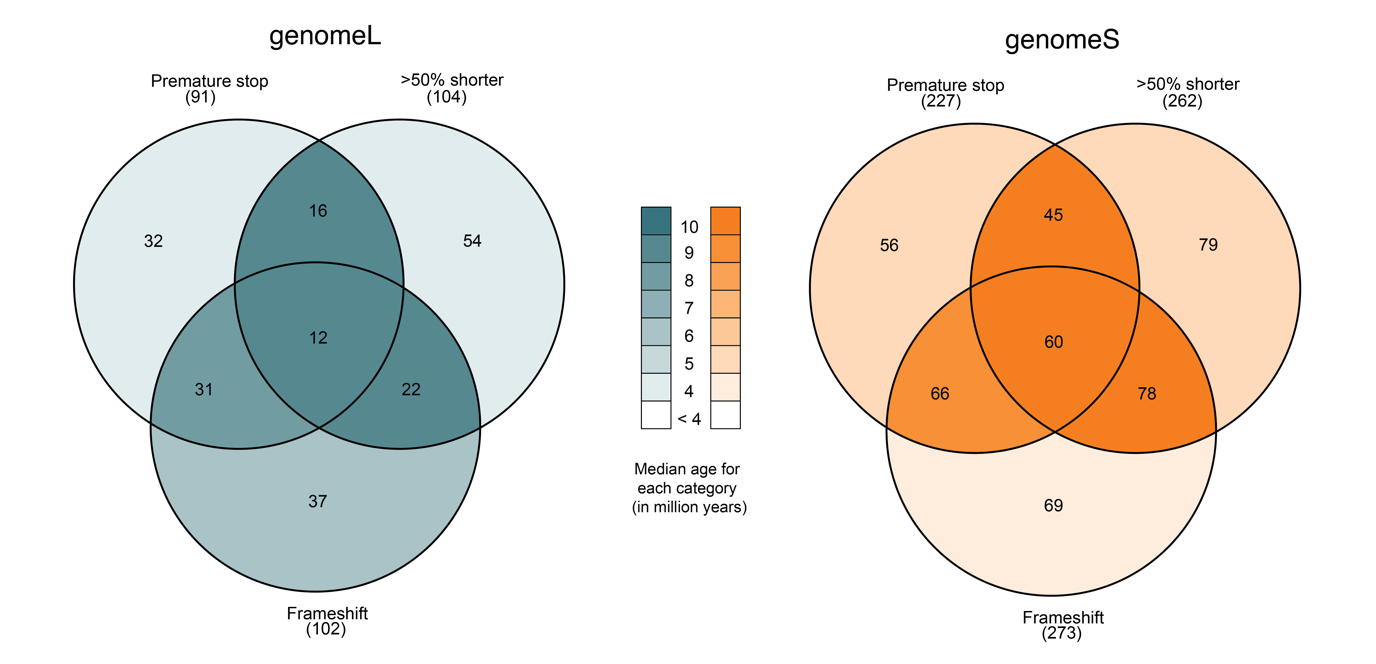

Figure S6: Median age of each category in each subgenome for pseudogenes with one-to-one orthologs in human, mouse and chicken.

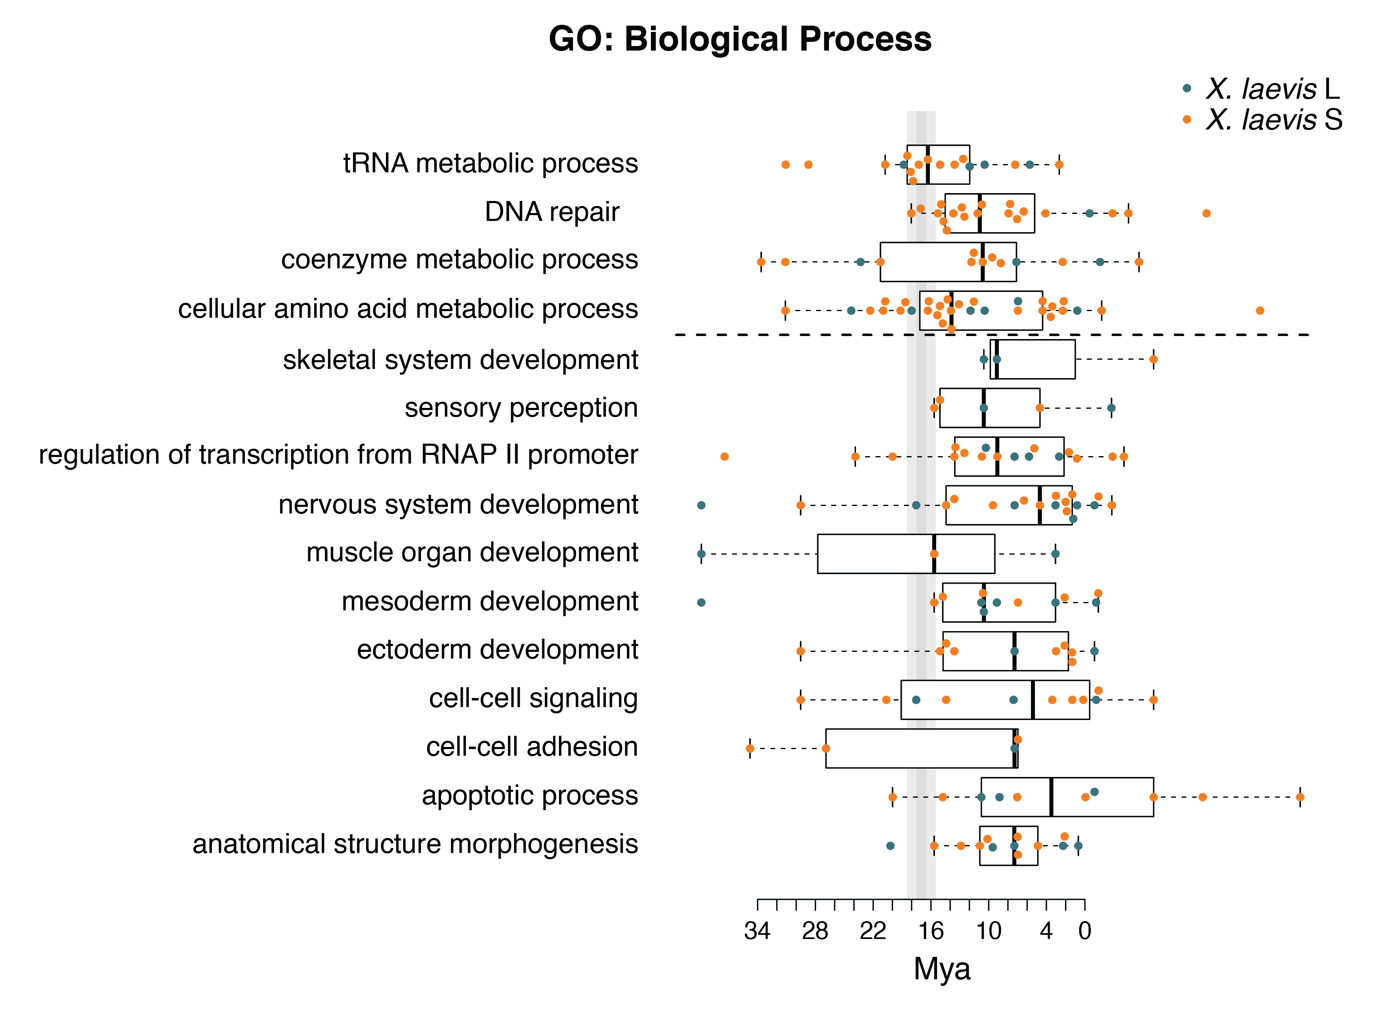

Figure S7: GO term enrichment analysis. Each dot is a pseudogene and its predicted pseudogenization time.

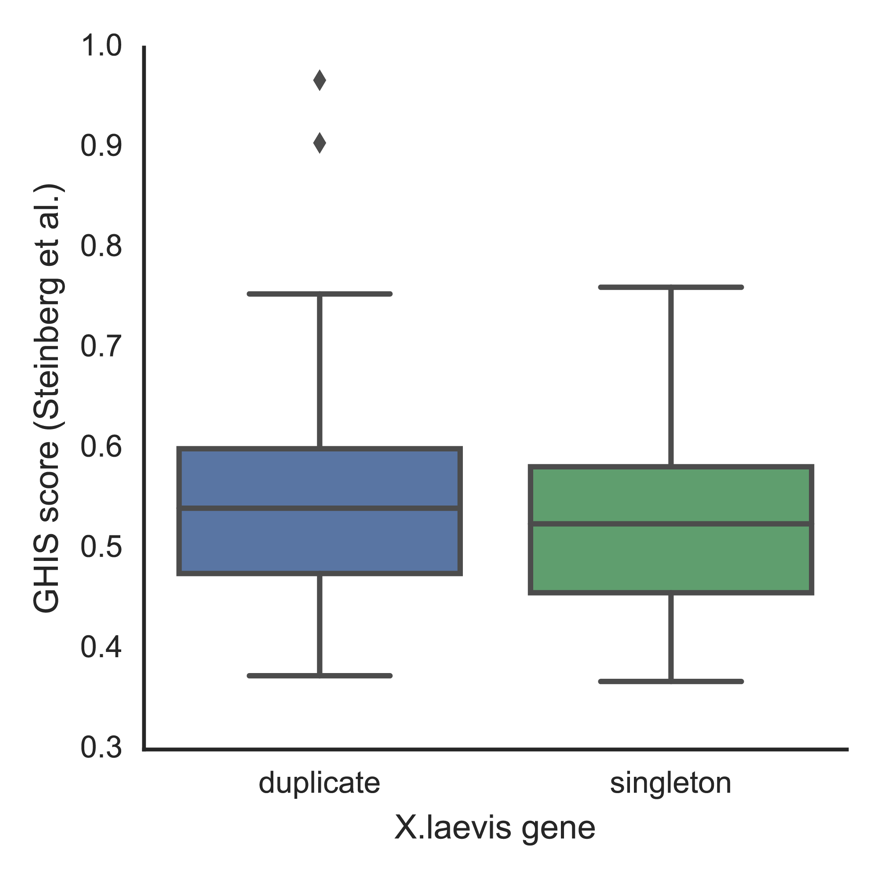

Figure S8: The distribution of genome-wide haploinsufficiency scores (GHIS;

Steinberg et al.) of the human homologs of *X. laevis* genes that are

present in eitehr one copy (singleton) or two (duplicate; homeologs).

Genes that are retained as two copies have a significantly higher GHIS

score (p=1.09e-17, Mann-Whitney U).

Figure S9. Structure (top) and sequence (bottom) of *X. laevis* Kolobok-REM1 DNA transposon which can recruit the p300 co-activator. The component annotations from the repeat track are shown.

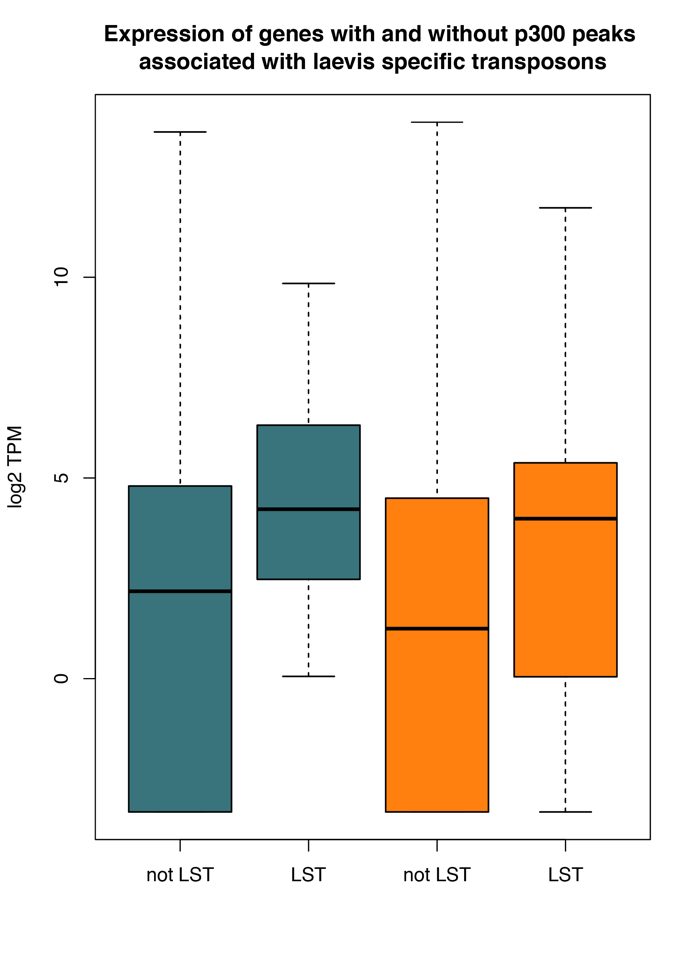

Figure S10: Expression of genes without and with new p300 peaks in laevis specific transposons.

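Figure S10 compares the expression level (log2 TPM, stage 10.5 embryos) of genes with a transcription start site near a new p300 peak in the *X. laevis*-specific transposon (LST) with that of all other genes, separately for the L and S subgenomes. If genes without expression were included, which the caption does not state, the position of the boxes would depend on how they enter the log scale. In the 2 deposited replicates, 17918 of 45099 transcripts (39.7%) had no count in either replicate. With 0.1 added to each TPM before taking the logarithm, such transcripts lie at -3.3, the median over all transcripts lies at -1.74 and the upper quartile at 3.01. The 0.1 was chosen because the values in the figure bottom out at a log2 TPM of about -3.3. The value of -3.3 here is therefore no separate evidence on how the figure was made. On the linear scale the median of the mean TPM was 0.20 and the upper quartile 7.97. Which transcripts lie near these peaks, and on which subgenome, is not in the files analysed here, so the groups of the figure were not separated.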

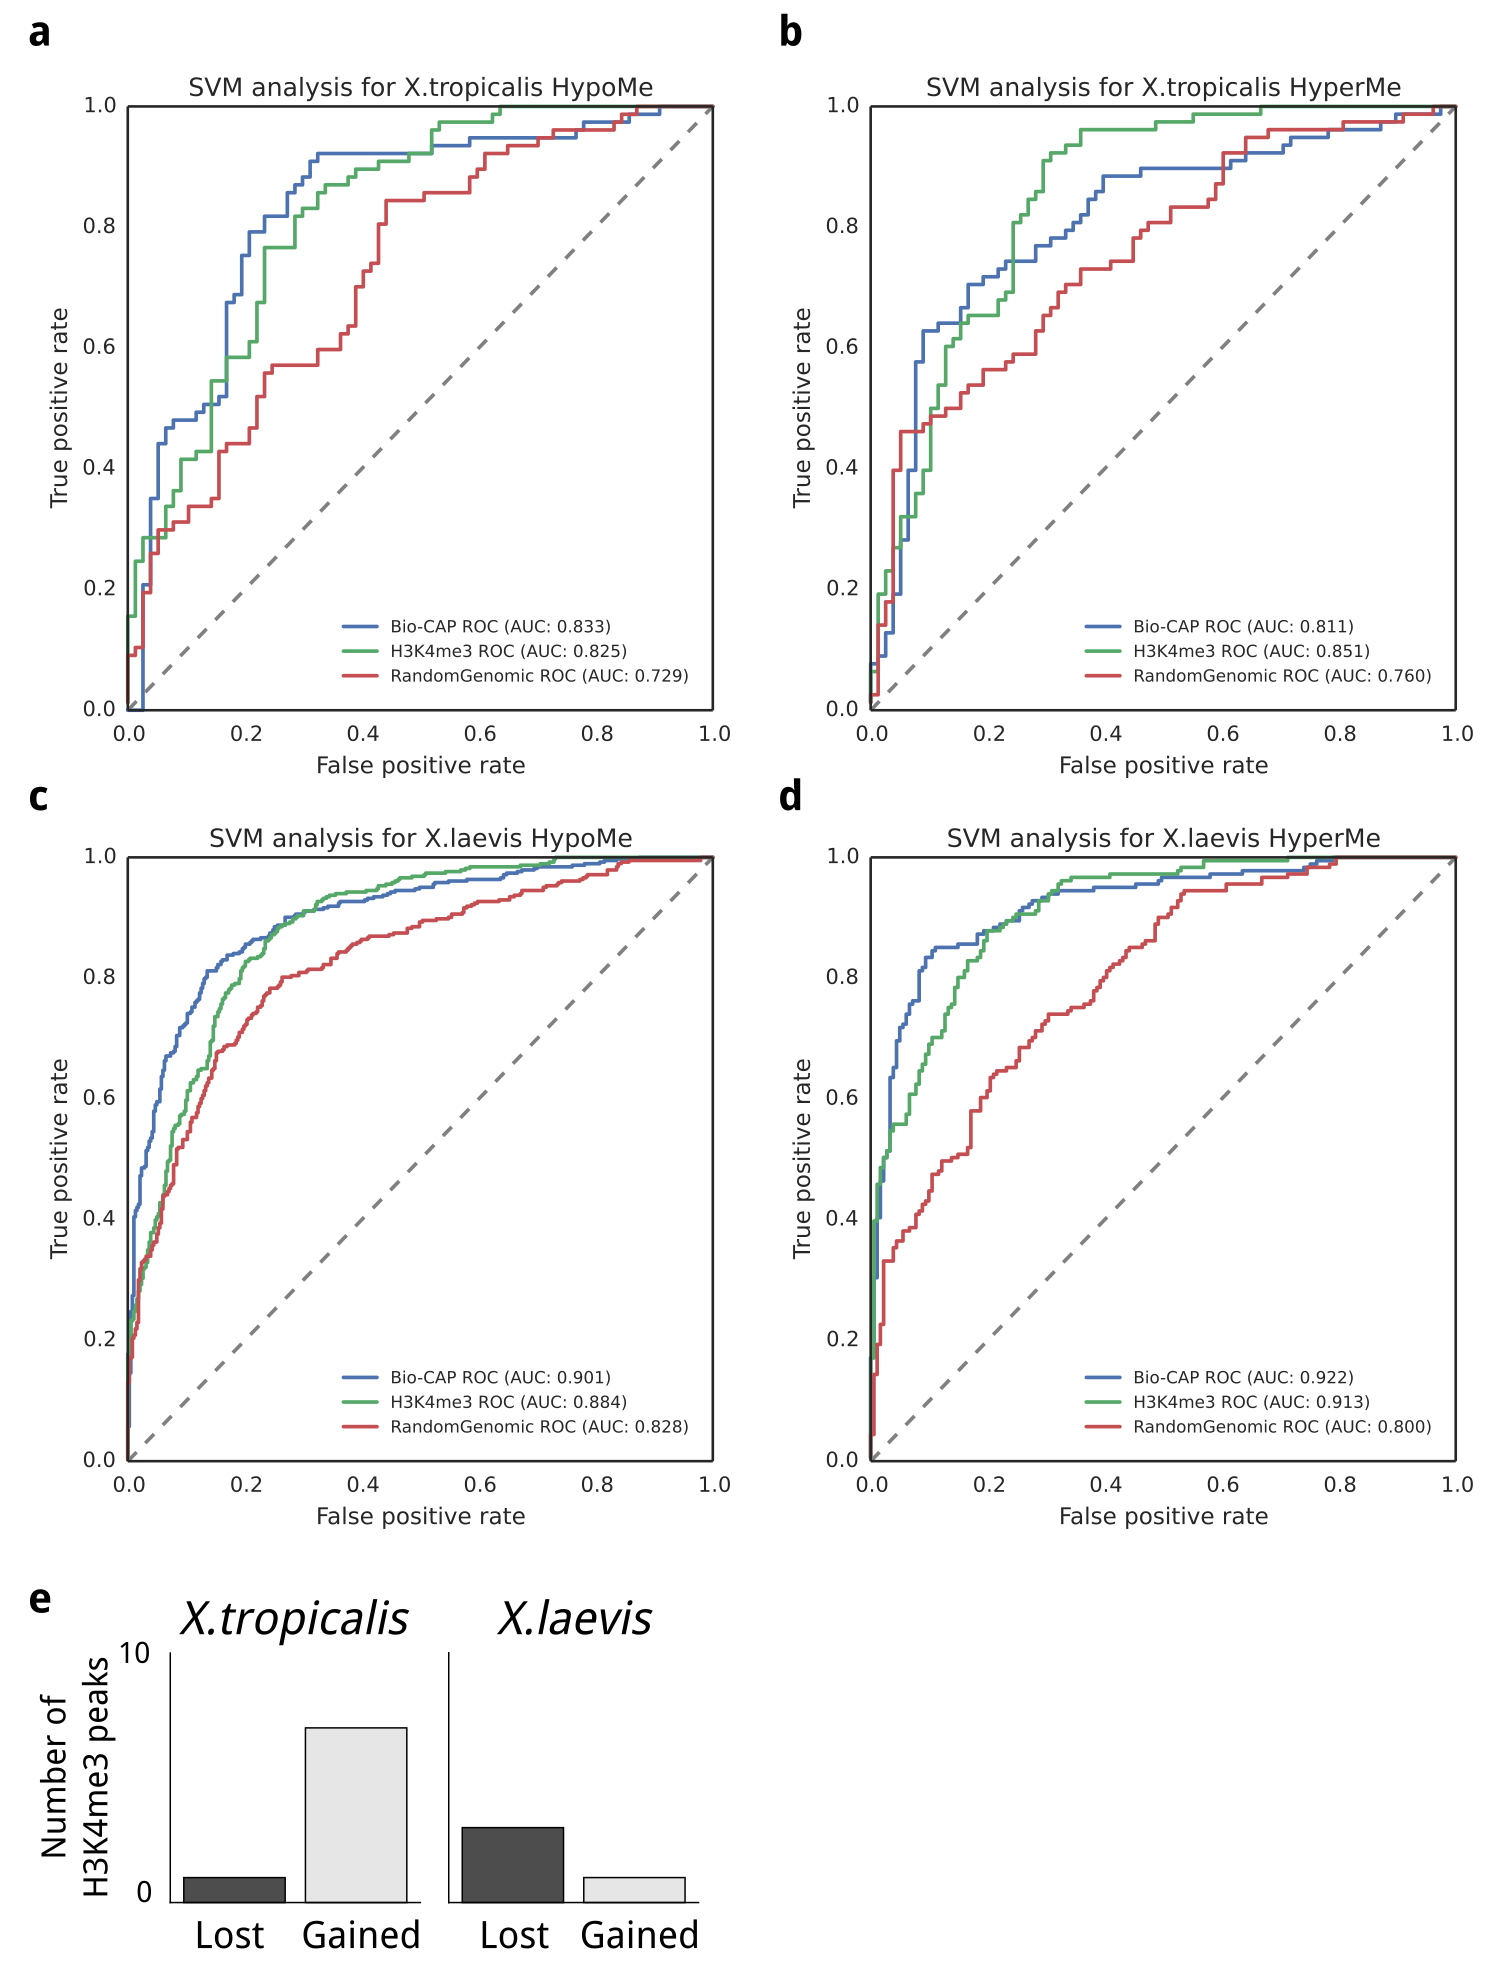

Figure S11. Analysis of differentially methylated regions (DMRs) and H3K4me3 in hybrid embryos. (a-d) Receiver-Operator Curves (ROC) of Support Vector Machines trained on DMR k-mers versus k-mers present in random genomic DNA (red), H3K4me3-positive promoter regions, and unmethylated regions (blue) profiled using Bio-CAP [55]. Areas under the curve (AUC) > 0.5 imply that the SVM distinguishes DMR sequence from other sequences in the case of lost (a) or gained (b) DNA methylation in the *X. tropicalis* subgenome of hybrid embryos, and lost (c) or gained (d) DNA methylation in the *X. laevis* subgenome of hybrid embryos. DMR sequences appear to be different from promoters (H3K4me3 ChIP-seq peaks), unmethylated CpG islands and random genomic sequences, suggesting they represent a specific subset of genomic sequences. However, DMRs with gained DNA methylation (HyperMe) were indistinguishable from DMRs with lost DNA methylation (HypoMe; not shown). A similar result was obtained in the comparison between DMRs present in the *X. laevis* L and S genomes. This indicates that there are no specific sequence signatures distinguishing different types of DMRs (de novo methylated or demethylated, *X. tropicalis* or *X. laevis*). (e) Virtually no gain or loss of H3K4me3 peaks was observed in the subgenomes of LETS hybrid embryos.

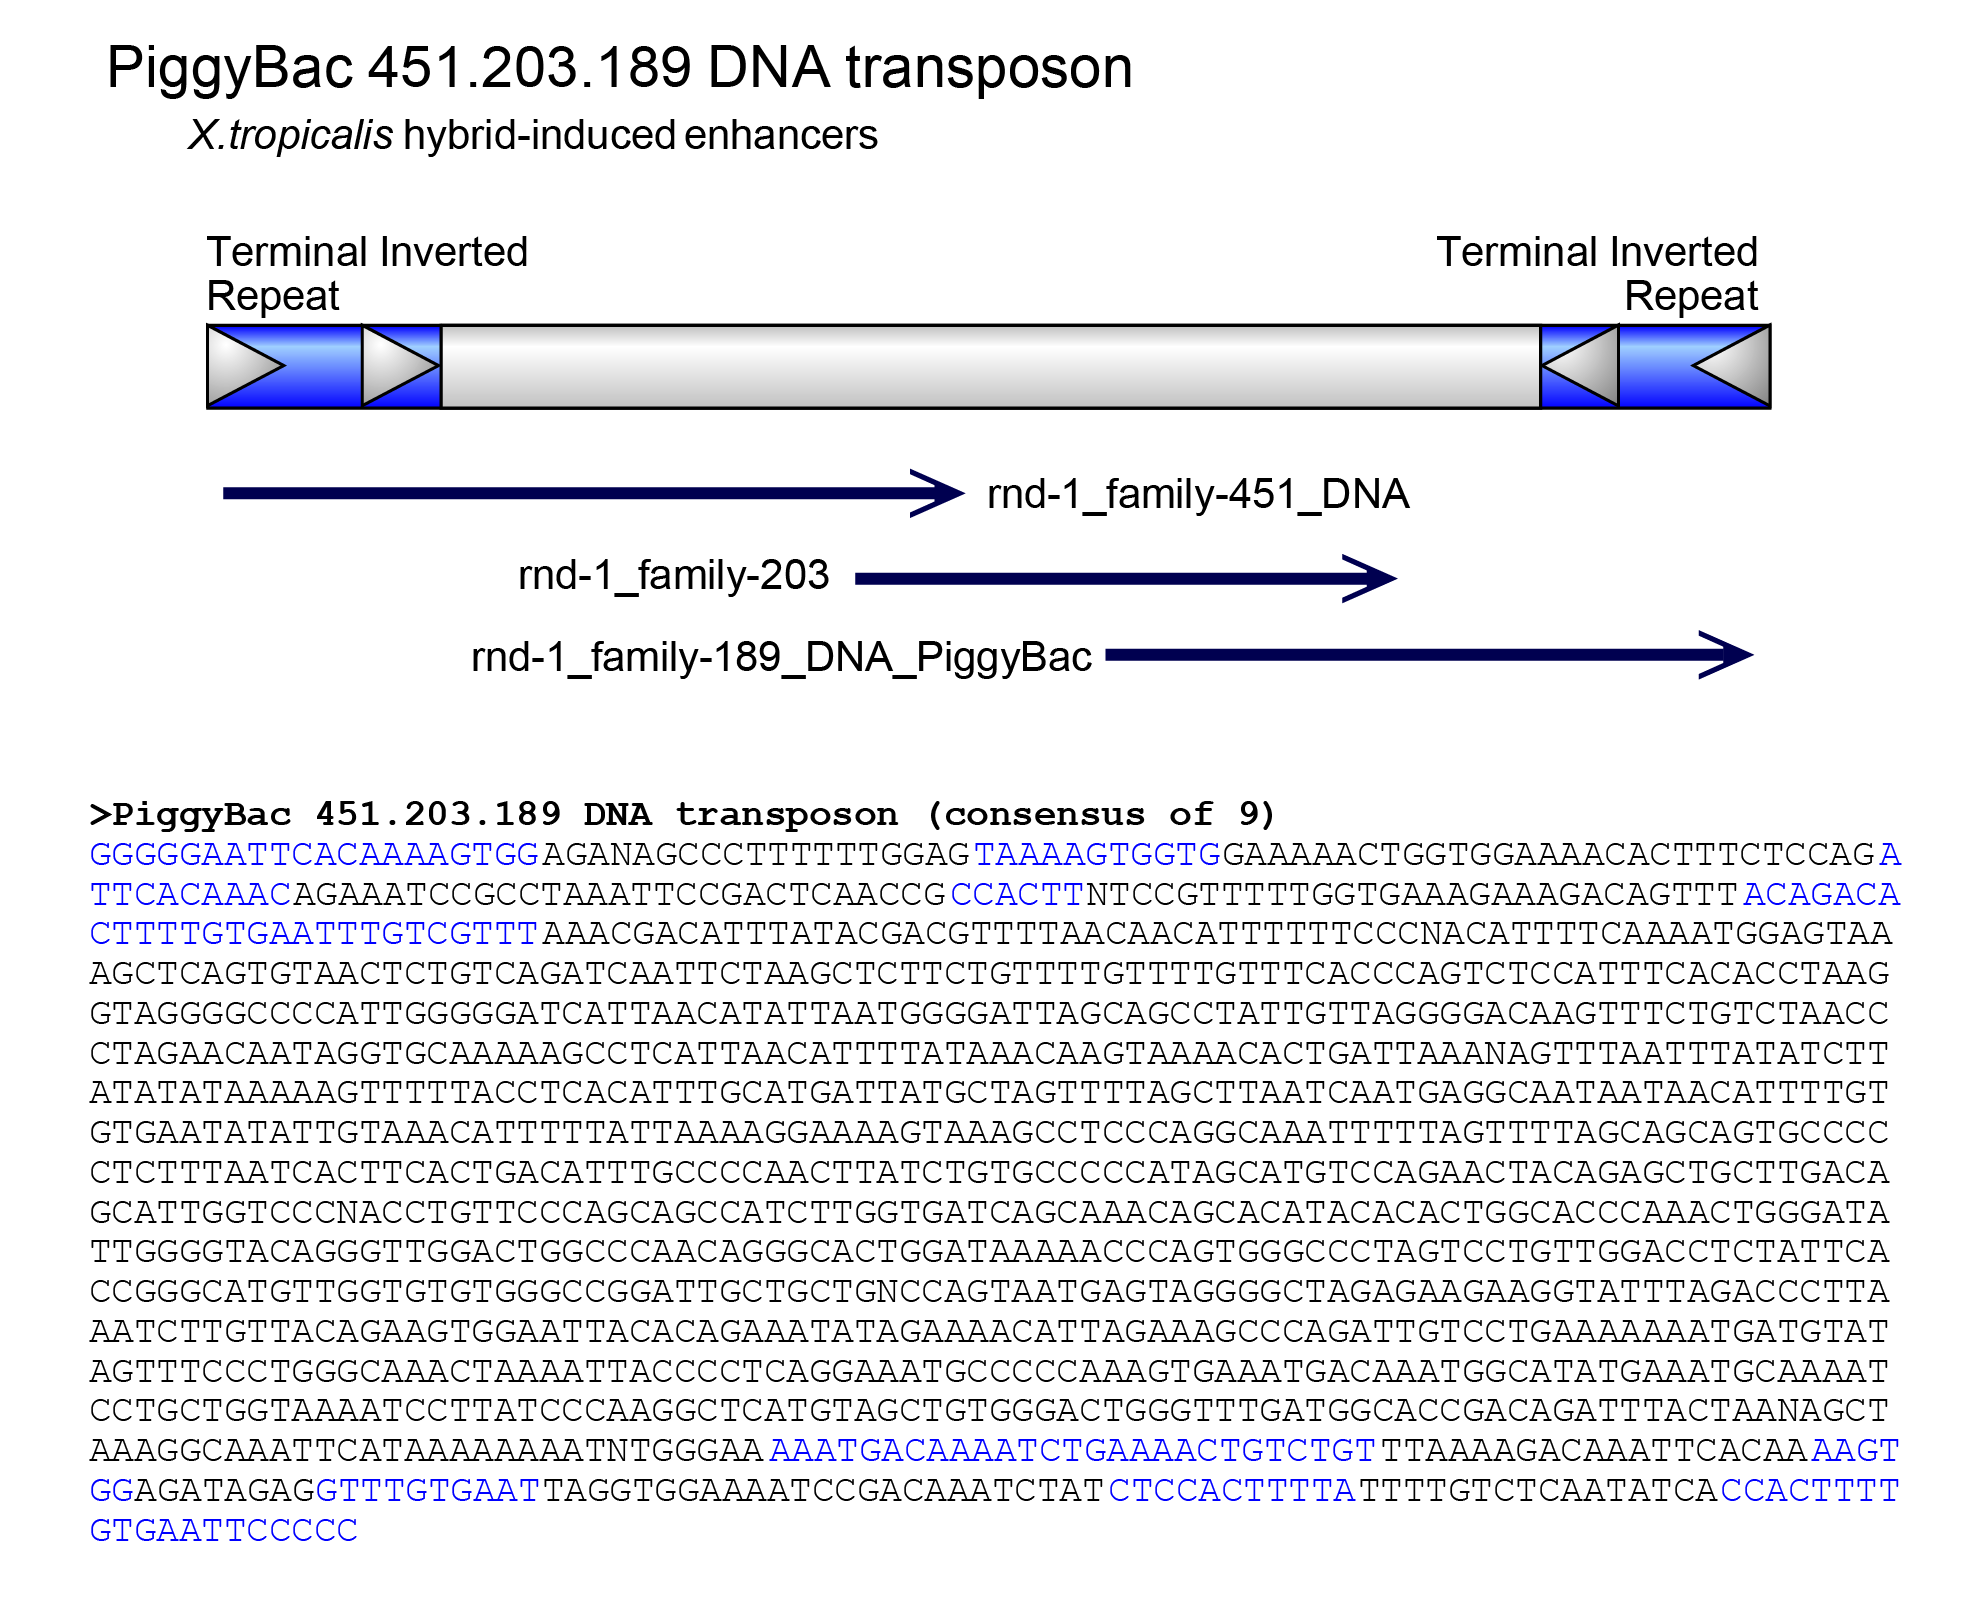

Figure S12. Structure (top) and sequence (bottom) of the *X. tropicalis* PiggyBac 451.203.189 DNA transposon which can recruit the p300 co-activator in LETS hybrid embryos. The component annotations from the repeat track are shown.

# Supplementary material for: Regulatory remodeling in the allo-tetraploid frog Xenopus laevis
**Source:** Genome Biol. 2017 Oct 24;18:198. doi: 10.1186/s13059-017-1335-7
**Supplement:** Supplementary file 5 — With a supplemental note on the time required to fix pre-existing genomic variation in the population after hybridization.

**Supplemental note**

That we find a higher level of SNPs in S than in L is very unlikely to be a relic from the time before the hybridization in which the S species may have had a higher SNP density than L. If we assume an effective population size (Ne) for *X. laevis* of 100,000 and a generation time of 2 years, the expected time to fixation for an initially rare allele would be 4Ne * 2 = 0.8 million years, with a standard deviation of 2.15 Ne [1]. The hybridization event is estimated to have occurred 17 MYA [2] well beyond that expected time and ten standard deviations. Note furthermore that the population went through a bottleneck at the time of the hybridization, and as Ne is the harmonic mean of the (reproducing) population over time, an effective population size of 100,000 is a high estimate. Finally, the 4Ne generations until fixation is for initially rare alleles, while if we assume that, with a bottleneck in the population, the initial frequency of any allele would have been 0.5, the expected time is reduced to fixation to 2.77 Ne [3]. To supplement these analytical considerations, we simulated a Fisher-Wright model of neutral evolution with a population size of 100.000 diploid individuals and initial allele frequencies of 50%. We observed that out of a 1000 cases not a single one remained polymorphic after 1.5 million generations, while the average number of generations required for fixation was as close to the expected value: 277215.

1. Kimura M: **The length of time required for a selectively neutral mutant to reach fixation through random frequency drift in a finite population.** *Genet Res* 1970, **15:**131-133.

2. Session AM, Uno Y, Kwon T, Chapman JA, Toyoda A, Takahashi S, Fukui A, Hikosaka A, Suzuki A, Kondo M, et al: **Genome evolution in the allotetraploid frog Xenopus laevis.** *Nature* 2016, **538:**336-343.

3. Clark AG: **Neutral behavior of shared polymorphism.** *Proc Natl Acad Sci U S A* 1997, **94:**7730-7734.

How the deposited data were processed for this re-analysis (not part of the article)

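RNA-seq of *X. laevis* embryos at NF stage 10.5 was available as 2 biological replicates of 20 embryos each. The other samples of this dataset were ChIP-seq of H3K4me3 and p300 with their inputs in LELS, TETS and LETS embryos, and genomic DNA. They had no processed file among those analysed here, and no values were derived for them.

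The authors mapped the reads to the Xenla9.1 genome with the JGI 1.8 annotation using STAR 2.4.2a and quantified expression with eXpress 1.5.1. The deposited tables hold 1 row for each of 45099 transcripts and were made for each replicate on its own. The deposited unique and total counts are whole numbers of reads that fit a transcript alone or together with others, without normalization. The estimated counts deposited by the authors are the expected counts after eXpress shared out the reads that fit several transcripts. The deposited effective counts, FPKM and TPM were computed by the authors' run of eXpress from the estimated counts and an effective length that includes its fragment length and bias model. The FPKM and effective counts were not used further. The tables also give the bundle of each transcript, which is the group of transcripts joined by shared reads.

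The estimated counts sum to 14411280 in replicate 1 and 21605977 in replicate 2, from 19690324 and 26080867 reads listed in Additional file 1. A TPM of about 1 corresponds to a median of 22 and 35 estimated counts. The read length listed is 42 nt for replicate 1 and 92 nt for replicate 2.

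From these values the mean TPM of the 2 replicates was taken per transcript, following the paper's methods, and each transcript was counted as a gene. A transcript was called expressed at a mean TPM of at least 1. The replicates were compared by the Pearson correlation of log2(TPM + 0.1) over transcripts with a TPM of at least 1 in either replicate, with a 95% confidence interval from the Fisher transformation, and by the common dispersion of edgeR 4.0.16 in R 4.3.3 on rounded estimated counts after TMM normalization, with 40 bootstraps over transcripts. These intervals treat the transcripts as independent, which they are not. The share of ambiguous counts is the part of the estimated counts that was not unique. For bundles of exactly 2 transcripts, the intraclass correlation of log2 TPM was computed over bundles with both transcripts at a mean TPM of at least 1 and compared with 10000 random re-pairings of the same transcripts. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used. The scripts were tested on simulated data. Intraclass correlations of 0.3 and 0.6 were recovered as 0.29 and 0.61, and coefficients of variation of 0.3 and 0.6 as 0.30 and 0.58. The simulated pairs were not selected by expression or by shared reads, so they check the formula and not the effect of that selection.

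The sample mapping, the count of expressed transcripts, the correlation of the replicates and the share of ambiguous counts, with a first set of alternatives, were fixed before the processed files arrived. These alternatives were a TPM threshold of 0.5 or 2, a TPM over the threshold in both replicates, unique counts in place of estimated counts, each replicate alone, a pseudocount of 1 and no filter on expression. The common dispersion and the comparison within bundles were added after seeing the files, with the cutoffs of 3 times the transcript length and 99% of the shared counts. Alternatives added at that point were TPM per transcript length, leaving out the largest bundle, other count filters, normalization by library totals and other sets of bundles.

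The comparison of the L and S subgenomes was left out. It covered the expressed genes and singletons of each subgenome, the correlation and median difference of homeologs, non-expressed homeologs, homeologs at least 10-fold lower and a test of each pair by edgeR's quasi-likelihood method. The transcripts are identified by numbers only, no table in the paper or its supplements pairs these numbers with gene names, and no reference was used here. The expressed total in the paper also rests on 8 further stage 10.5 samples, which are not in the files analysed here. For the same reason the rule set in advance for genes to be named (every gene the paper names and the pairs with the largest differences between homeologs) selected none, and no transcript is named.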

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

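In replicate 2, 604 transcripts had an effective length of more than 3 times their length, against 14 in replicate 1, and the paper does not report on this column. The largest effective length was 9.35e+10 nt in replicate 2 and 123646 nt in replicate 1, while the longest transcript has 55359 nt. Of the 604 transcripts, 415 had at least 100 estimated counts, and the largest estimated count of any transcript with a TPM below 1 was 49271 in replicate 2, compared to 307 in replicate 1. Of the 604 transcripts, 561 had counts in both replicates. Their median log2 ratio of replicate 2 to replicate 1 was 0.088 for estimated counts scaled to the library total but -3.63 for TPM. The counts did not fall with the TPM. TPM divides the count by the effective length, so its fall follows from how these transcripts were chosen. Low counts do not account for the long effective lengths, since the median estimated count of these transcripts was 1.54 times that of the other transcripts with counts. Of the 467 that had a TPM of at least 1 in replicate 1, 49.7% were below 1 in replicate 2, and 36 were also below 1 in the mean. The effective length is the output of the quantification's length correction, so these values place the pattern there but do not explain it. The 2 predictions, on the counts of replicate 2 and on low counts, were written after a few transcripts with high counts and a TPM near 0 had been seen. Whether read length or another property of the library triggered the long effective lengths cannot be told from 2 replicates. No biological explanation was tested.

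Shared reads were mostly given to a single transcript. Among bundles of exactly 2 transcripts with at least 10 shared counts, over 99% of the shared counts went to 1 transcript in 3602 of 4614 bundles (78.1%) in replicate 1 and in 1666 of 1894 bundles (88.0%) in replicate 2. The transcript that received them was the one with more unique counts per length in 57.3% of 3594 bundles in replicate 1 (exact binomial test against equal chances, p = 1.7e-18) and in 50.4% of 1665 bundles in replicate 2 (p = 0.77). It was the one on the earlier row of the table in 48.3% of the bundles of replicate 1. For the 1053 bundles resolved this way in both replicates, the same transcript received the shared counts in 561 (53.3%; exact binomial test, p = 0.036), slightly more often than equal chances give. None of the explanations tested (unique counts, a fixed property of the transcripts, row order) passed the 75% set as the mark for it. Missing this mark does not rule out a smaller part, as for unique counts in replicate 1. The prediction on row order was written after the results of the other tests of this pattern were seen, though before its own. Shared counts were a median of 8.4% of a bundle's estimated counts in replicate 1 and 2.0% in replicate 2, which limits their weight. No biological explanation was tested.

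The bundles of 2 transcripts, which the paper does not analyse, also showed correlated expression. Of 5855 such bundles in replicate 1, 4600 had both transcripts at a mean TPM of at least 1, and the intraclass correlation of their log2 TPM was 0.611 (95% confidence interval from 0.593 to 0.629, across bundles). The highest value among 10000 random re-pairings of the same transcripts was 0.054 (permutation test, p = 0.0001, the smallest these re-pairings can give). The re-paired transcripts had all passed the expression threshold, so this shows a correlation within bundles but does not test the threshold. With unique counts only the correlation was 0.596 over 4661 bundles, against at most 0.056 for re-pairings, so it remained with the shared counts left out. Leaving them out lowers the counts of both transcripts of a bundle, which the re-pairings do not reproduce. An effect of shared sequence is therefore not excluded. Homeologs and other recent paralogs may make up many of these bundles, as they are expected to share reads. This could not be tested because the transcripts carry no names. With TPM per transcript length, in place of the effective length, the correlation was 0.624. The effective length of the quantification therefore does not account for this correlation. A length or sequence bias in the reads themselves, common to similar transcripts, was not tested. A bundle forms only where both sequences are alike and at least 1 read is shared. Of the 5855 bundles, 925 had only 1 transcript expressed, and in 793 the transcripts were at least 10-fold apart after adding 0.1 to each TPM, with the higher one at a mean TPM of at least 1. In 589 bundles they were 10-fold apart in the same direction in each replicate.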

How the results depend on the processing

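The number of expressed transcripts stayed within 1.5 times the main value of 18478 under every alternative. This mark is wide, as only 24547 transcripts in replicate 1 and 24358 in replicate 2 had any count. The number of expressed transcripts ranged from 16331 (TPM of at least 1 in both replicates) to 20272 (mean TPM of at least 0.5). It was 16491 at a mean TPM of at least 2 and 19003 from unique counts. It was 17781 and 18194 in the fits that each left out one replicate. Of the alternatives added after seeing the files, TPM per transcript length gave 18545. Leaving out the transcripts in the largest bundle of either replicate gave 19635, since removing them rescales all other transcripts. Each replicate's own largest bundle holds 8.3% and 8.9% of the estimated counts but 31.5% and 26.3% of the TPM in replicates 1 and 2. The mean share of ambiguous counts depended on each replicate's own largest bundle and fell from 8.5% to 5.0% without it. The share fell in each replicate, from 12.0% to 8.2% in replicate 1 and from 5.1% to 1.7% in replicate 2. Leaving out a replicate gives the share of the other one and is no separate test of this value.

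The correlation of the replicates depended on the processing. From 0.72 it rose to 0.818 with a pseudocount of 1 and to 0.926 over all transcripts, where the many transcripts without counts fall on a single point. With alternatives chosen after seeing the data it was 0.790 with TPM per transcript length, 0.727 with unique counts and 0.719 without the largest bundle. The coefficient of variation between the replicates moved from 0.433 to 0.684 without a filter on low counts, to 0.353 with at least 100 counts in both replicates and to 0.427 with unique counts, and was 0.437 with library totals. The first 2 of these alternatives change how many transcripts with few counts enter. All alternatives for this coefficient and for the bundles were chosen after seeing the data. The correlation within bundles of 2 transcripts was 0.676 with the bundles of replicate 2, which number 3209 against 5855 in replicate 1. It was 0.624 with TPM per transcript length, and ranged from 0.562 to 0.612 across the 2 fits that each left out one replicate.

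The replicate block was not run because the files give no names or positions for the transcripts, so that L and S homeologs could not be paired and no test between groups was made. For the same reason none of the alternatives for the subgenome results was run. The depth limits calls near the threshold, where a TPM of about 1 rests on a median of 22 and 35 counts.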

Differences from the paper's values

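The number of expressed genes was the only value of the paper that could be set against a value from the 2 replicates. The paper's 17303 counts genes, from a mean that also took in 8 further samples. The paper's text gives no threshold for it. Here 18478 transcripts had a mean TPM of at least 1. The 2 numbers differ by less than the 1.5-fold set as a difference, but they are not the same measure. Of the alternatives set before the files arrived, a mean TPM of at least 2 gave 16491, replicate 2 alone gave 17781, replicate 1 alone gave 18194, a TPM of at least 1 in both replicates gave 16331, unique counts gave 19003 and a mean TPM of at least 0.5 gave 20272. None of these differed from the paper by more than 1.5-fold. That mark is wide, as only 24547 transcripts in replicate 1 and 24358 in replicate 2 had any count.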

Other observations

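The share of ambiguous counts was 6.95 percentage points higher in replicate 1 than in replicate 2. A few abundant transcripts do not account for this, as the difference was 6.49 percentage points without the largest bundle. Among 9843 transcripts with at least 100 total counts in both replicates and a different unique share, 98.2% had the higher unique share in replicate 2, which has the longer reads (92 nt against 42 nt). Read length is a candidate explanation, but it cannot be told apart from any other difference between the 2 libraries, since there is a single library of each length. No biological explanation was tested.

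Of the 3313 transcripts with a TPM of at least 1 in only one replicate, 235 had an effective length of more than 3 times their length in either replicate. With TPM per transcript length, 2978 transcripts were expressed in only one replicate, so such calls remained without the effective length. This is a net total. How many of the 3313 calls were resolved was not counted, so the part due to the effective length is open. Only 207 of the 3313 transcripts had at least 100 estimated counts in both replicates.

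A small number of transcripts carried much of the TPM. The 10 transcripts with the highest TPM held 33.0% of the TPM in replicate 1 and 34.8% in replicate 2, while the 10 with the highest estimated counts held 6.7% and 9.9% of the counts. The largest bundle comprised 88 transcripts in replicate 1 and 58 in replicate 2.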
